# Tubular *IKKβ* Deletion Alleviates Acute Ischemic Kidney Injury and Facilitates Tissue Regeneration

**DOI:** 10.3390/ijms231710199

**Published:** 2022-09-05

**Authors:** Eileen Dahlke, Toni Engmann, Yaman Anan, Robert Häsler, Giovanni Solinas, Franziska Theilig

**Keywords:** IKKβ, AKI, NF-ĸB, tissue regeneration

## Abstract

Acute kidney injury (AKI) is a common renal injury leading to relevant morbidity and mortality worldwide. Most of the clinical cases of AKI are caused by ischemia reperfusion (I/R) injury with renal ischemia injury followed by reperfusion injury and activation of the innate immune response converging to NF-ĸB pathway induction. Despite the clear role of NF-ĸB in inflammation, it has recently been acknowledged that NF-ĸB may impact other cell functions. To identify NF-ĸB function with respect to metabolism, vascular function and oxidative stress after I/R injury and to decipher in detail the underlying mechanism, we generated a transgenic mouse model with targeted deletion of IKKβ along the tubule and applied I/R injury followed by its analysis after 2 and 14 days after I/R injury. Tubular IKKβ deletion ameliorated renal function and reduced tissue damage. RNAseq data together with immunohistochemical, biochemical and morphometric analysis demonstrated an ameliorated vascular organization and mRNA expression profile for increased angiogenesis in mice with tubular IKKβ deletion at 2 days after I/R injury. RNAseq and protein analysis indicate an ameliorated metabolism, oxidative species handling and timely-adapted cell proliferation and apoptosis as well as reduced fibrosis in mice with tubular IKKβ deletion at 14 days after I/R injury. In conclusion, mice with tubular IKKβ deletion upon I/R injury display improved renal function and reduced tissue damage and fibrosis in association with improved vascularization, metabolism, reactive species disposal and fine-tuned cell proliferation.

## 1. Introduction

Acute kidney injury (AKI) is a common renal injury leading to relevant morbidity and mortality, causing growing economic burden to the health care systems [1]. AKI may have different causes, classically classified as prerenal (decreased perfusion), renal (parenchyma cell injury) and post-renal (urinary tract obstruction) origin. Most of the clinical cases of AKI are caused by ischemia reperfusion (I/R) injury due to renal hypoperfusion after surgery, hemorrhage, cardiac shock or sepsis [2]. The first event is the interruption of blood supply with deprivation of oxygen and nutrients triggering cell injury and cell death. This is followed by the reperfusion injury with generation of reactive oxygen species (ROS), mitochondrial failure, endothelial dysfunction and sterile inflammation [3]. The innate immune response is activated after reperfusion and signal transduction pathways converge on NF-ĸB. Kidney injury relevant stimuli include cytokines, growth factors, pathogen-associated damage and metabolic stress activating the IĸB kinase (IKK) complex, composed of IKKα, IKKβ and IKKγ. The IKK complex is responsible for the activation of NF-ĸB/Rel family of transcription factors through direct phosphorylation by IKKβ of the inhibitor protein IĸBα, leading to IĸBα ubiquitination and proteolytic degradation. The resulting nuclear translocation of the canonical NF-ĸB members (p65-p50 dimers) stimulate the transcription of proinflammatory genes and many chemokines, creating a positive feedback loop [2]. Several approaches of targeting NF-ĸB in I/R injury have been demonstrated beneficial when NF-ĸB is inhibited in the early phase of inflammation after I/R injury [2]. Using transgenic mouse models with tubule-specific expression of an IĸBα mutant that cannot be phosphorylated by IKKβ after I/R injury demonstrated improved renal function and reduced expression of NF-ĸB-dependent genes [4]. By contrast, lymphocyte-specific deletion of IKKβ worsened kidney function after I/R injury [5] demonstrating the importance of cell-type specific intervention. Although renal function was improved in tubule-specific prevention of NF-ĸB activation after I/R injury, the underlying mechanisms are still incompletely understood. Additionally, the long-term outcome and kidney repair mechanisms remain elusive. Despite the clear role of NF-ĸB in inflammation and tissue injury after I/R, it has recently been acknowledged that NF-ĸB may exert a broader impact [6].

To decipher in detail the underlying mechanism of how a prevention of tubular NF-ĸB-mediated inflammatory response to I/R injury ameliorates renal function and possibly tissue regeneration, we have generated an inducible transgenic mouse model with targeted deletion of *IKKβ* along the tubule and applied I/R injury. We can demonstrate that preventing tubular NF-ĸB-mediated response ameliorates vascular function, cell metabolism and oxidative stress handling after I/R injury leading to an overall improved recovery at two weeks after I/R injury.

## 2. Results

### 2.1. Genetic Tubular IKKβ-Deletion Ameliorates I/R Injury and Reinforces Tissue Regeneration

To examine the effects of the involvement of tubular NF-ĸB activation in renal damage mechanism and in tissue regeneration after I/R injury, we generated mice with deletion of *IKKβ* along the tubule by cross-breeding IKKβ^flox^ mice, termed control, with Pax8rt-TA-LC1^Cre^ mice, termed IKKβ^∆Tub^ (Figure 1a). Determining the degree of *IKKβ* knockout by quantifying the *IKKβ*-Exon 3 derived mRNA expression in tubular cells revealed an 89.4 ± 4.2% deletion of *IKKβ* along the tubule in IKKβ^∆Tub^ (Figure 1b). After knockout induction and wash out, I/R injury was induced and monitored for either 48 h (2 d) and 14 days (14 d) in control and IKKβ^∆Tub^ mice (Figure 1c). Renal function was assessed. Plasma creatinine levels were significantly higher after I/R injury at 48 hours and remained high after 14 days (Figure 1d). Deletion of *IKKβ* alleviated the high plasma creatinine levels after I/R injury in IKK^β∆Tub^ mice at 2 and 14 days after I/R injury compared to their respective control mice. Blood urea nitrogen (BUN) was not different between strains at baseline nor at 2 days after I/R injury (Figure 1e). At 14 days after I/R injury, BUN levels were significantly higher in both strains and were reduced in IKKβ^∆Tub^ compared to their respective control, although not significantly due to the low n-number. Histological assessment of the degree of tubule-interstitial damage using an established scoring system demonstrated more intense damage in control mice at 2 and 14 days after I/R compared to IKKβ^∆Tub^ mice (Figure 1f). These histological analyses indicated an amelioration of cortical and outer stripe tubular ischemic injury in IKKβ^∆Tub^ mice as they presented fewer less loss of brush border, accumulation of luminal cellular debris, infiltrating cells and fibrotic areas at 2 and 14 days after I/R injury (Figure 1g). Electron microscopy analysis of proximal tubule cells from the S1 and S2 segments revealed at 2 days after I/R injury in IKKβ^∆Tub^ mice less mitochondrial swelling and luminal accumulation of cellular debris and less nuclear damage compared to control (Figure 1h). At 14 days after I/R injury in comparison to control, IKKβ^∆Tub^ mice presented less loss of brush border membrane and basement membrane thickening. 

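Kidney mRNA of control and IKKβ ∆Tub mice was sequenced before I/R injury (baseline) and 2 and 14 days after it, in stranded, poly(A)-selected libraries. There were 3 libraries in each of 6 groups. The labels describe each library as a pool of 2 mice, whereas the key deposited with the table lists 10 pools of 2 mice and 8 single mice, so the number of mice behind a library is unclear. The paper names GRCm38 as its genome, and the authors deposited for each gene the read count divided by the 90th percentile of its library. Only 2.74% of the gene starts in the deposited table match those of GENCODE M21 on GRCm38, so the positions given below are those of GENCODE M21, matched by Ensembl identifier. mRNA levels below are these deposited values. Every value was a whole multiple of 1 read, within 0.001 of a read, so the read counts could be recovered. At baseline the control libraries held 41329815 to 58208715 reads (median 43828780) and the IKKβ ∆Tub libraries 26285452 to 66317182 (median 60441439). At 2 days they held 16501084 to 21392756 (median 17109970) in control and 12306138 to 23850455 (median 14005238) in IKKβ ∆Tub. At 14 days the ranges were 13053850 to 21703468 (median 18242401) and 17059123 to 25933188 (median 17984648). The baseline libraries were made in another batch, at greater depth and from another animal series than the libraries after I/R injury, so batch, depth and series cannot be told apart from the effect of I/R injury. Sex, read from Y-linked expression, also differed between the times. At baseline, 2 and 14 days 3, 2 and 1 control libraries and 1, 0 and 3 IKKβ ∆Tub libraries had no Y-linked expression. Strains were compared within a batch. Differences were tested with limma on log2(value + 0.005) for 16342 genes with a value of at least 0.005 in at least 3 libraries.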

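Ikbkb, the gene targeted by the deletion, encodes IKKβ (ENSMUSG00000031537, chromosome 8 of GRCm38 from 22659212 to 22706589). At baseline its mRNA level was 0.765, 0.736 and 0.861 in the control libraries and 0.551, 0.426 and 0.376 in the IKKβ ∆Tub libraries, a log2 fold change of -0.81 (SE 0.17, adjusted p = 0.0767 from limma, 0.0489 from edgeR and 0.00524 from DESeq2). At 14 days it was 1.21, 1.11 and 1.13 in control and 0.843, 0.669 and 0.844 in IKKβ ∆Tub, a log2 fold change of -0.55 (SE 0.17, adjusted p = 0.134 from limma). At 2 days the libraries labelled control had 0.829, 0.855 and 1.29 and the libraries labelled IKKβ ∆Tub had 0.856, 0.846 and 0.986, so replicates 1 and 2 labelled control lay below the highest IKKβ ∆Tub library. The log2 fold change there was -0.12 (SE 0.17, adjusted p = 0.926 from limma). The counts cover the whole gene and all cells of the kidney, not the deleted exon in tubules alone.
Vmn1r32, a vomeronasal receptor gene on chromosome 6 of GRCm38 from 66552180 to 66560096, also marked the strains. It had 0 reads in every control library at baseline and 14 days. The IKKβ ∆Tub libraries held 94, 266 and 356 reads at baseline and 138, 57 and 71 reads at 14 days. Against a floor of 3 reads per control library it was at least 72.1-fold higher at baseline and at least 23.9-fold higher at 14 days (counting error only). At 2 days the libraries labelled control held 21, 31 and 3 reads and those labelled IKKβ ∆Tub held 17, 32 and 18. The genotype of replicates 1 and 2 labelled control at 2 days is therefore in doubt, which bears on every direction between strains at that time. The libraries labelled IKKβ ∆Tub at 2 days departed as well, with Vmn1r32 levels of 0.0160 to 0.0177, where IKKβ ∆Tub had 0.0417 to 0.0846 at the other times. Their Ikbkb levels of 0.846 to 0.986 were above those of every IKKβ ∆Tub library at the other times. Replicate 3 labelled control, which stands apart in both marks, is by the deposited key also the only library of this time from another animal series and from a single mouse. A difference between animal series and a change of both marks after injury are further open explanations. The paper's creatinine, damage score, MMP9 blot and Ki67 counts at 2 days differ between strains as labelled, while its BUN and SGLT2 protein do not differ then. These measures do not show how the sequenced libraries were labelled.

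**Figure D1:**
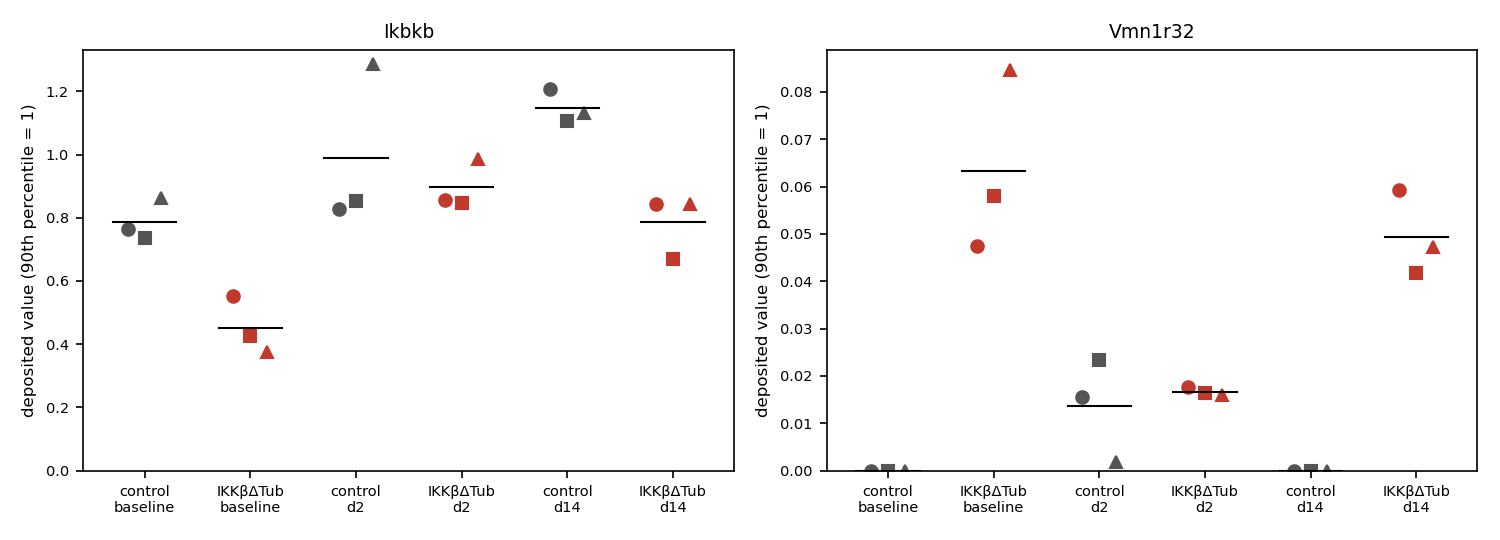
mRNA levels of Ikbkb and Vmn1r32 (deposited values, 90th percentile = 1) in each library, grey for control and red for IKKβ ∆Tub, with circle, square and triangle for replicates 1, 2 and 3 and a black line at the mean of each group. The strains are apart for both genes at baseline and 14 days, and overlap at 2 days.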

To determine underlying mechanisms, RNA sequencing was performed. 

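After I/R injury, genes of tubular injury and cell division were higher and genes of tubular transport lower than at baseline in control mice. Havcr1, which encodes the injury marker KIM-1, rose from 0.0756 ± 0.125 at baseline to 18.2 ± 2.89 at 2 days (SD, n = 3), a log2 fold change of 9.50 (SE 1.02, adjusted p = 3.31e-06 from limma). All 40 genes of proliferation rose at 2 days, among them Cdc20 (log2 fold change 5.07) and Kif20a (4.61), as did 17 of 18 genes of tubular injury. Of 26 proximal tubule genes 18 fell and 1 rose, with the organic anion transporter Slc22a8 at -2.59 and the endocytic receptor gene Cubn at -1.26. At 14 days all 14 macrophage genes and 29 of 38 matrix genes were raised and 23 of 26 proximal tubule genes were lowered. Lyz2, the macrophage lysozyme, then had a log2 fold change of 5.47 and the chemokine gene Ccl2 one of 5.34. Adjusted over the list alone, the counts were 40, 17, 19, 14, 31 and 23 in the same order. With camera, which compares a list with all other genes, the preset correlation gave adjusted p = 2.96e-36 for proliferation and 1.4e-10 for tubular injury at 2 days. With an estimated correlation the adjusted p = 0.167 for proliferation and 0.322 for tubular injury and proximal tubule genes. The macrophage and proximal tubule lists at 14 days had adjusted p = 0.245 and the matrix list 0.278 with an estimated correlation. That test called no list in any comparison, so a high p from it does not show that a list was unchanged.
In control mice 4157 genes rose and 1841 fell at 2 days, and 5306 rose and 2821 fell at 14 days. The median log2 fold change of all genes was 0.16 at 2 days and 0.23 at 14 days. After rescaling of the libraries by median ratios, the share of changed genes that rose went from 69.3% to 53.4% at 2 days and from 65.3% to 51.3% at 14 days. In a principal component analysis of all 18 libraries the leading components held 47.6%, 24.9% and 7.45% of the variance.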

Principle coordinate analyses between strains and I/R injury displayed as variation between samples (for processed data analysis see Supplemental Table S1). 

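The strains were compared at baseline by the distance between libraries. The distance of a library to the mean of control baseline is the root mean square difference in log2 mRNA level over all tested genes. It was 0.412 ± 0.120 in control (each library against the other control libraries) and 0.564 ± 0.0961 in IKKβ ∆Tub (SD, n = 3, exact permutation test, two-sided p = 0.2, where 0.1 is the smallest p that 3 libraries against 3 allow). Genes of the proximal tubule (26 genes, median log2 fold change -0.20), the thick ascending limb (7 genes, -0.32) and the distal tubule and collecting duct (11 genes, -0.28) held no gene that passed the limma test between strains, at 0 of these genes also when adjusted over the list alone. The adjusted p for these lists was 0.991 with an estimated correlation. Replicates 2 and 3 of IKKβ ∆Tub expressed Y-linked genes and no control library of this time did, so the strains also differed in sex at baseline.

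**Figure D2:**
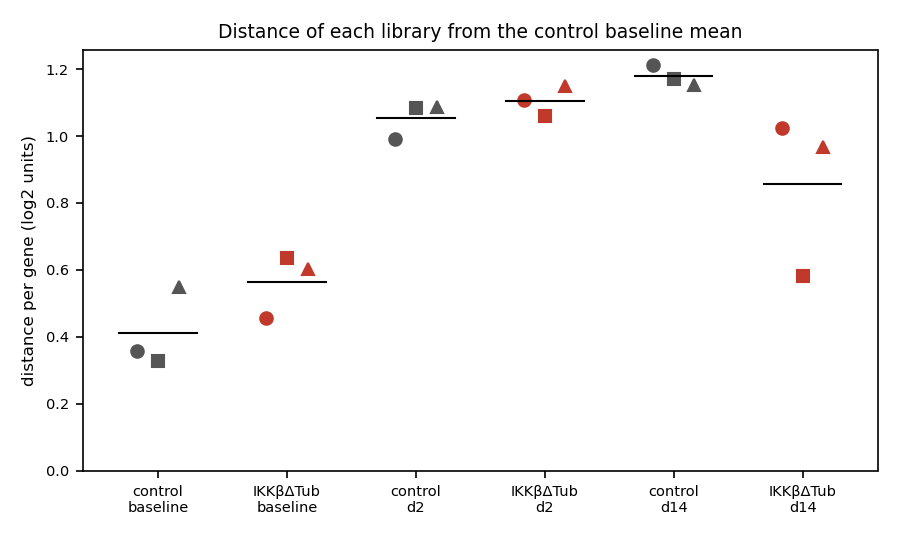
Distance of each library to the mean of control baseline (root mean square log2 difference over tested genes) at baseline, 2 days and 14 days, grey for control and red for IKKβ ∆Tub, with circle, square and triangle for replicates 1, 2 and 3 and a black line at the mean of each group. The IKKβ ∆Tub library lowest at 14 days is replicate 2, at 0.580.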

As illustrated in Figure 1i, control and IKKβ^∆Tub^ mice at baseline did not vary much between strains. 

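At 2 days after I/R injury both strains had moved away from baseline. In IKKβ ∆Tub mice Havcr1 rose with a log2 fold change of 9.06, Mki67, a marker of cycling cells, with 6.56 and the collagen gene Col1a1 with 6.88, while Slc22a7, an organic anion transporter, fell with -7.52 and the fatty acid hydroxylase gene Cyp4a14 with -7.93. Of 38 matrix genes 36 rose and none fell, and of 22 genes of fatty acid oxidation 20 fell and 1 rose (the same counts adjusted over the list alone; adjusted p = 0.542 with an estimated correlation for both). In all, 5780 genes rose and 2428 fell against IKKβ ∆Tub baseline by limma. The median of all genes shifted by 0.25 on the log2 scale, and rescaling took the share of changed genes that rose from 70.4% to 49.1%.
Between strains at 2 days, no gene passed the adjusted limma test. At an unadjusted p under 0.05 there were 1105 genes, where chance gives 817, and edgeR called 0 and DESeq2 36 genes. By p under 0.05 and a fold change over 1.5, 206 genes were higher and 327 lower in IKKβ ∆Tub. In 12.6% of the genes every IKKβ ∆Tub library lay on 1 side of every library labelled control, where chance gives 10%. The 9 neutrophil genes were all higher in IKKβ ∆Tub (median log2 fold change 1.36), with 6 of them passing when adjusted over the list alone and adjusted p = 0.467 with an estimated correlation. The distance to control baseline was 1.11 ± 0.0451 in IKKβ ∆Tub and 1.05 ± 0.0546 in the libraries labelled control (SD, n = 3, exact permutation test, two-sided p = 0.4). In simulated data of this comparison, where genes varied independently of each other, the test recovered 45% of the 2-fold and 91% of the 4-fold changes. Real libraries share differences across genes, so these shares do not bound what was missed here.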

At 2 days after I/R injury changes, sample clustering was induced, which differed between strains and from baseline. 

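At 14 days after I/R injury the macrophage and T cell genes had lower and the tubular genes higher mean levels in IKKβ ∆Tub. The macrophage genes were lower in IKKβ ∆Tub in all 14 cases (median log2 fold change -1.52), with Lyz2 at -2.41 and C1qa, a complement gene of macrophages, at -1.75. All 9 T cell genes were lower (median -1.14), with Cd3e at -1.18. All 26 proximal tubule genes (median 0.71), 7 genes of the thick ascending limb (0.75) and 11 genes of the distal tubule and collecting duct (1.36) were higher, with Cubn at 1.22, the organic anion transporter Slc22a8 at 1.69 and the NKCC2 gene Slc12a1 at 1.43. Over the alternative fits the log2 fold change ranged from -3.04 to -1.09 for Lyz2 and from -2.22 to -0.62 for C1qa. It ranged from 0.88 to 2.24 for Slc22a8 and from 0.72 to 1.77 for Slc12a1. No gene of these lists passed limma's test over all genes, although the unadjusted p was 0.000252 for the macrophage gene Csf1r and 0.000258 for Cubn, whose adjusted p = 0.0228 by DESeq2 and 0.0935 by edgeR. Adjusted over the list alone, 13 macrophage and 8 T cell genes were lower and 6 proximal tubule, 3 thick ascending limb and 6 distal genes were higher. By camera the adjusted p of these lists was at most 8.09e-06 with the preset correlation, which called each of them, and 0.206 for each with an estimated correlation, which called none.
Over all genes, 11 were higher and 49 lower in IKKβ ∆Tub by limma, beside 5 genes by edgeR and 155 by DESeq2. By p under 0.05 and a fold change over 1.5, 518 genes were higher and 1202 lower. In 13.5% of the genes the strains did not overlap, where chance gives 10%. Replicate 2 of IKKβ ∆Tub lay apart from replicates 1 and 3. Without it 851 genes instead of 1720 passed the p and fold change filter. Control replicates 1 and 2 expressed Y-linked genes and no IKKβ ∆Tub library did.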

At 14 days after I/R injury, sample clustering moved to control levels and strain difference was reduced. Note that sample clustering of IKKβ^∆Tub^ mice at 14 days after I/R injury was closer to baseline levels as compared to control after I/R injury.

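Most genes raised after I/R injury in control had lower levels in IKKβ ∆Tub than in control at 14 days, and most genes lowered after it had higher levels. Of 2203 genes raised over 2-fold at 2 days in control, 89.1% were lower in IKKβ ∆Tub at 14 days, where 57.6% of all genes were lower. Of 841 genes lowered over 2-fold, 88.6% were higher. Among them were the iron-binding injury marker Lcn2 (log2 fold change -1.99), the adhesion molecule Vcam1 (-1.88) and the distal growth factor Egf (2.91), none of which passed limma's test on its own (adjusted p = 0.139, 0.0949 and 0.115). Against its own baseline, IKKβ ∆Tub at 14 days still had Havcr1 at a log2 fold change of 5.61 and the matrix protease gene Mmp2 at 4.40. There all 14 macrophage genes rose and 14 of 16 genes of the tricarboxylic acid cycle fell (14 and 15 adjusted over the list alone; adjusted p = 0.403 and 0.295 with an estimated correlation). In all 4626 genes rose and 1824 fell, at a median shift of all genes of 0.25, and rescaling took the share of changed genes that rose from 71.7% to 50.9%. With Y-linked expression as a covariate 4097 instead of 6450 genes changed.
The distance to control baseline was 0.857 ± 0.241 in IKKβ ∆Tub and 1.18 ± 0.0305 in control at 14 days (SD, n = 3, exact permutation test, two-sided p = 0.1, the smallest that this design allows). Without replicate 2 the mean of IKKβ ∆Tub was 0.996. For the genes raised at 2 days, camera gave p = 0.0728 with an estimated correlation, and for the lowered genes p = 0.0159. Without IKKβ ∆Tub replicate 2 the shares were 70.9% and 73.7%, at smaller median log2 fold changes of -0.19 and 0.21. Splits that mixed the strains at 14 days reached similar shares, counted in whichever direction was larger. IKKβ ∆Tub replicates 1 and 2 with control replicate 2, against the rest, gave 88.4% for the raised genes. IKKβ ∆Tub replicate 1 with control replicates 1 and 3 gave 89.9% for the lowered genes. Such shares therefore also arose without a contrast of the strains. In the libraries without Y-linked expression, chosen after the values were seen and with 1 control library left at 14 days, the shares were 83.4% and 85.5% at medians of -0.43 and 0.54 (-0.43 and 0.51 with all libraries), and camera with an estimated correlation gave p = 0.276 and 0.136.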

### 2.2. Comparison of Gene Expression Levels of IKKβ^∆Tub^ Mice Compared to Control at Baseline

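Before I/R injury, 7 genes passed limma's test between the strains. Cyp2b10, a xenobiotic-metabolizing cytochrome P450, had a level of 0.172 ± 0.0766 in IKKβ ∆Tub and 0.000992 ± 0.00147 in control (SD, n = 3), a log2 fold change of 4.80 (SE 0.70, adjusted p = 0.0192 from limma). The transcriptional repressor gene Bcl6 (log2 fold change 1.91, adjusted p = 0.0292), the adenosine A1 receptor gene Adora1 (1.18, adjusted p = 0.0292) and Nrip3 (1.90, adjusted p = 0.036, all from limma) rose as well. Galr2, a galanin receptor gene, fell from 0.0348 ± 0.0126 in control to 0.00665 ± 0.00559 in IKKβ ∆Tub (log2 fold change -1.82, adjusted p = 0.0451 from limma). With Pfkfb3 and Vmn1r32, 6 genes were higher and 1 lower in IKKβ ∆Tub by limma, and in each of them every IKKβ ∆Tub library lay beyond every control library. edgeR called 79 and DESeq2 543 genes.
Genes of androgen-dependent kidney expression were higher in IKKβ ∆Tub in 15 of 16 cases (median log2 fold change 2.50), with Cyp4a12a at 3.66, and 9 passed when adjusted over the list alone (adjusted p = 0.555 with an estimated correlation). All 4 Y-linked genes were higher (median 4.42; adjusted p = 0.704 with an estimated correlation) and Xist, the X inactivation gene, had a log2 fold change of -5.89. The 10 female kidney genes had a median of -1.47 (adjusted p = 0.867 with an estimated correlation). By p under 0.05 and a fold change over 1.5, 548 genes were higher and 908 lower, and at p under 0.05 alone 2551 genes, where chance gives 817. The strains did not overlap in 22.1% of the genes, where chance gives 10%. With the Y-linked expression as a covariate 1 gene passed limma's test, and without IKKβ ∆Tub replicate 1 1323 genes. The self-test of this comparison, on simulated genes that varied independently, recovered 49% of the 2-fold and 82% of the 4-fold changes.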

To identify which gene alterations of IKKβ^∆Tub^ compared to control altered before the induction of I/R injury could attenuate the extent of I/R injury, we compared gene expression of both strains at baseline. Among the significantly altered genes, we identified genes coding for cellular signal transduction, various membrane transporter, enzymes affecting cell metabolism and mitochondria function including mitochondria uncoupling; and genes coding for proteins whose alterations were shown to ameliorate I/R injury (Figure 2). 

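Several membrane transporters and signalling genes had higher levels in IKKβ ∆Tub at baseline. Slc20a1, a phosphate transporter, was 3.14 ± 2.1 in IKKβ ∆Tub and 0.586 ± 0.126 in control (SD, n = 3), a log2 fold change of 2.06 (SE 0.50, adjusted p = 0.117 from limma, 0.0442 from edgeR and 0.00082 from DESeq2). The organic anion transporter genes Slco3a1 and Slc22a6 had log2 fold changes of 0.96 and 0.84, the amino acid transporter gene Slc7a13 had 4.56 and the transcription factor gene Stat3 had 0.83. Sesn2, a stress-inducible regulator of metabolism, had 1.06. Of the 8 uncoupling genes, none passed the test over all genes by limma, and 2 were higher when adjusted over the list alone. The list had a median of 0.51 and an adjusted p = 0.58 with an estimated correlation. Ucp1, the uncoupling protein of brown fat, was 0.38 ± 0.404 in IKKβ ∆Tub and 0.00528 ± 0.00775 in control, with unequal levels within IKKβ ∆Tub and a log2 fold change of 3.71 (adjusted p = 0.347 from limma).
Of 15 genes in Figure 2a, all 15 had the direction shown, 8 had a p under 0.05 with a fold change over 1.5, and 0 passed limma's test over all genes (edgeR 2, DESeq2 6). When adjusted over the list alone 8 passed, which is not independent evidence because the authors chose the genes on these libraries. In the libraries without Y-linked expression, which hold 1 IKKβ ∆Tub library at this time, 12 of the 15 had that direction, and Slc22a6 and Slc7a13 had log2 fold changes of -0.33 and -0.59.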

We observed and strong augmentation of Pfkfb3 mRNA coding for 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase isoform 3 (PFKFB3), a key enzyme for glycolysis in IKKβ^∆Tub^ compared to control (Figure 2b). 

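Pfkfb3 (ENSMUSG00000026773, chromosome 2 of GRCm38 from 11471433 to 11554077) was higher in every IKKβ ∆Tub library than in every control library at baseline. Its level was 1.10 ± 0.224 in IKKβ ∆Tub and 0.449 ± 0.0547 in control (SD, n = 3), a log2 fold change of 1.27 (SE 0.19, adjusted p = 0.0192 from limma, 0.0081 from edgeR and 3.79e-06 from DESeq2). Its log2 fold change was 1.29 with the Y-linked covariate, where it did not pass (adjusted p = 0.0711 from limma), nor did it with only the libraries compared (adjusted p = 0.258) or without any one control baseline library or IKKβ ∆Tub replicate 2 or 3. At 2 days the level was 0.312 ± 0.0463 in IKKβ ∆Tub and 0.410 ± 0.0855 in the libraries labelled control, and at 14 days 0.719 ± 0.121 and 1.18 ± 0.0659 (SD, n = 3). The difference between the strains differed between 14 days and baseline (log2 -1.99, SE 0.26, adjusted p = 0.00671 from limma's interaction term). For this interaction 0 genes passed with the Y-linked covariate or with only the libraries compared, and Y-linked expression lies in IKKβ ∆Tub at baseline and in control at 14 days.

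**Figure D3:**
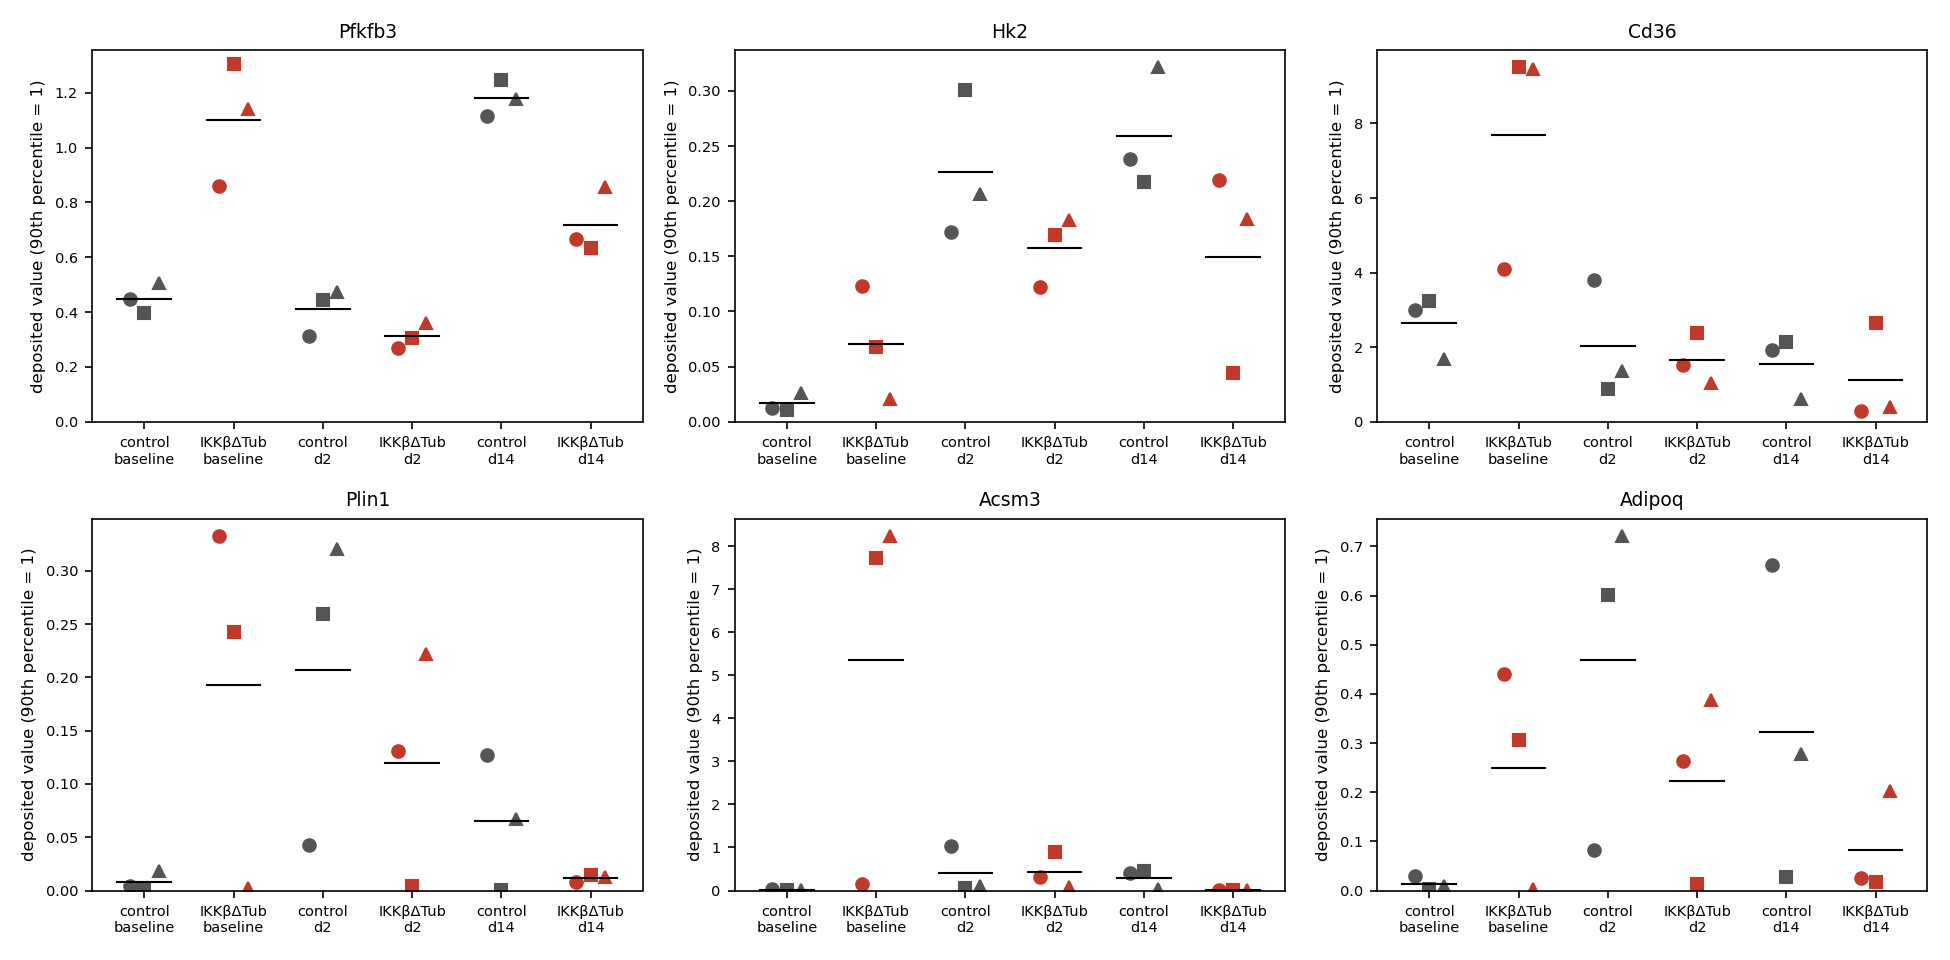
mRNA levels (deposited values, 90th percentile = 1) of Pfkfb3, Hk2, Cd36, Plin1, Acsm3 and Adipoq in each library, grey for control and red for IKKβ ∆Tub, with circle, square and triangle for replicates 1, 2 and 3 and a black line at the mean of each group. Pfkfb3 is apart between strains at baseline, while Plin1 and Adipoq differ between libraries of one group.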

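Apart from Pfkfb3, the glycolysis genes did not move together at baseline. Of 25 measured genes of glycolysis 1 rose, none fell and 24 did not pass limma's test, at a median log2 fold change of -0.06 with 10 genes above and 15 below 0. Adjusted over the list alone 1 was higher and 1 lower, and the list had an adjusted p = 0.991 with an estimated correlation. The hexokinase gene Hk2 had a level of 0.0705 ± 0.0515 in IKKβ ∆Tub and 0.0167 ± 0.00842 in control (SD, n = 3), a log2 fold change of 1.58 (SE 0.55, adjusted p = 0.196 from limma and 0.0115 from DESeq2). Ldhd, which encodes a mitochondrial D-lactate dehydrogenase, had 14.1 ± 8.47 in IKKβ ∆Tub and 4.92 ± 1.10 in control, a 2.39-fold higher level (SE 0.60 on the log2 scale, adjusted p = 0.323 from limma and 0.0347 from DESeq2). The log2 fold change of Hk2 was 2.15 and that of Ldhd 0.07 with the Y-linked covariate, and Ldhd had -0.17 in the libraries without Y-linked expression, 1 of them IKKβ ∆Tub. The 9 genes of gluconeogenesis had a median of 0.02 and the 16 genes of the tricarboxylic acid cycle a median of -0.02 (adjusted p = 0.991 with an estimated correlation for both).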

In congruent with augmented glycolysis, we found a significant increased expression of Hk2 and Ldhd mRNA, coding for hexokinase 2 (HK2) and lactate dehydrogenase D, respectively. The expression level of Hk2 and Pfbkb3 was confirmed by real-time PCR (Figure 2c,d) showing significant increased mRNA levels for HK2 and PFKFB3 in IKKβ^∆Tub^ compared to control. Additionally, lipid metabolism was also affected. We identified Cd36, coding for CD36 and important for cellular lipid uptake; Plin1, coding for perlipin 1 and important for lipid storage and lipid droplet expansion; and Acsm2 and Acsm3, coding acyl CoA-synthetase 2 and 3 important for fatty acid biosynthesis. Furthermore, among the genes which were shown to ameliorate the extent of I/R injury, most significantly different expressed were Grem1, coding for gremlin-1, Tbxa2r, coding for thromboxane A2 receptor (TBXA2R) and Gm853, coding for leucine decarboxylase (Figure 2e). For example, gremlin-1 was shown to antagonize TGFβ function and to reduce infarct size after myocardial ischemia [7]. Additionally, using salt loaded stroke-prone spontaneously hypertensive rats, pharmacological inhibition of TBXA2R was shown to reduce oxidative stress, Hypoxia-inducible factor-1 expression and renal glomerular and tubulointerstitial damage [8].

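Genes of lipid uptake and storage had higher mean levels in IKKβ ∆Tub at baseline, together with markers of adipose tissue. Cd36 was 7.69 ± 3.1 in IKKβ ∆Tub and 2.64 ± 0.841 in control (SD, n = 3), a log2 fold change of 1.50 (SE 0.71, adjusted p = 0.323 from limma and 0.00586 from DESeq2), with every IKKβ ∆Tub library above every control library. Acsm3 (ENSMUSG00000030935) was 5.37 ± 4.53 and 0.0226 ± 0.00585, a log2 fold change of 6.29 (SE 1.36, adjusted p = 0.0769 from limma, 0.0446 from edgeR and 1.02e-06 from DESeq2). Acsm2 had a log2 fold change of 0.95 (SE 0.56, adjusted p = 0.433 from limma). Plin1 had levels of 0.193 ± 0.171 and 0.00844 ± 0.00858, a log2 fold change of 2.85 (SE 1.42, adjusted p = 0.347 from limma). The adipocyte genes were higher in 17 of 18 cases (median 1.84), none passing limma's test over all genes or adjusted over the list alone, although Cidea had an unadjusted p = 0.0401 and an adjusted p = 0.04 by DESeq2 and 0.145 by edgeR. The list had an adjusted p = 0.704 with an estimated correlation. The fat hormone Adipoq was 0.25 ± 0.224 in IKKβ ∆Tub and 0.0136 ± 0.0134 in control. The mean log2 level of the adipocyte genes was -1.32, -1.75 and -4.47 in IKKβ ∆Tub replicates 1, 2 and 3 and -3.75, -4.42 and -4.07 in control. Replicate 3 of IKKβ ∆Tub thus did not share the higher adipocyte level.
Of 22 genes of fatty acid oxidation 19 had log2 fold changes above 0 (median 0.16; adjusted p = 0.823 with an estimated correlation), with Cpt1a, the rate-limiting carnitine palmitoyltransferase, at 0.70. In Figure 2b, 17 of 17 genes had the direction shown and 8 had a p under 0.05 with a fold change over 1.5 by limma, beside 17 by edgeR and 17 by DESeq2. Over all genes 1 passed limma's test (edgeR 2, DESeq2 10). By limma 7 passed when adjusted over the list alone, which is not independent evidence. With the Y-linked covariate the log2 fold change was 0.42 for Cd36, -0.22 for Acsm2 and 3.33 for Acsm3.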

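Grem1 (ENSMUSG00000074934, chromosome 2 of GRCm38 from 113746164 to 113758646) had higher and Tbxa2r lower levels in every IKKβ ∆Tub library than in every control library. Grem1 was 0.137 ± 0.0428 in IKKβ ∆Tub and 0.0401 ± 0.0292 in control (SD, n = 3), a log2 fold change of 1.89 (SE 0.56, adjusted p = 0.154 from limma and 0.0457 from DESeq2). Tbxa2r was 0.0451 ± 0.0196 and 0.108 ± 0.0137, a log2 fold change of -1.23 (SE 0.36, adjusted p = 0.154 from limma and 0.00679 from DESeq2). Gm853 was 0.12 ± 0.0572 and 0.373 ± 0.256, a log2 fold change of -1.49 (SE 0.99, adjusted p = 0.492 from limma and 0.0298 from DESeq2). Mtfp1, which encodes a mitochondrial fission protein, had -0.92. Among injury genes of Figure 2e, Lcn2 had a log2 fold change of 1.19 and Sox9, a transcription factor of tubular repair, one of 1.06.
Of 21 genes in Figure 2e, all 21 had the direction shown, 16 had a p under 0.05 with a fold change over 1.5, and 0 passed limma's test over all genes (edgeR 2, DESeq2 11). Over the list alone 16 passed, a list that the authors chose on these libraries. With the Y-linked covariate 0 passed over the list alone, with 9 of the 21 still at a p under 0.05 and a fold change over 1.5. Of the 18 tubular injury genes 2 were higher when adjusted over the list alone, with Krt20 at a log2 fold change of 3.58 (adjusted p = 0.0591 from limma and 0.823 for the list with an estimated correlation).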

### 2.3. Tubular Deletion of IKKβ Promotes Angiogenesis after I/R Injury and Preserves Tubulointerstitial Architecture

In animal models with acute kidney injury, impairment of renal blood flow was shown to be associated with diminished renal function and tissue damage. Paracrine factors from stressed epithelium represented a potential link between epithelial and vascular compartment [9]. We therefore performed a morphometric analysis of the microvasculature of renal cortices and outer stripes by measuring the tubule–capillary contact area. At baseline, tubule–capillary contact length in IKKβ^∆Tub^ did not differ from control (Figure 3a,b). At 2 and 14 days after I/R injury, tubule–capillary contact length remained normal in IKKβ^∆Tub^ and was significantly reduced in control. To identify the underlying mechanism, we analyzed altered mRNA expression levels from RNA Seq results for significantly altered mRNA involved in angiogenesis. 

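Across the angiogenesis genes, more members had higher than lower levels in IKKβ ∆Tub at 2 days, and they were evenly divided at 14 days. Of 35 genes, 24 had log2 fold changes above 0 at 2 days (median 0.20) and 19 at 14 days (median 0.08). None passed limma's test over all genes or adjusted over the list alone at either time, although at 14 days Flt1, which encodes a VEGF receptor, had a log2 fold change of 0.50 (unadjusted p = 0.00422, adjusted p = 0.183 by edgeR and 0.375 by DESeq2). At 2 days the hypoxia-regulated transcription factor gene Epas1 had 0.45 (unadjusted p = 0.00361, adjusted p = 0.912 by edgeR and 0.227 by DESeq2). By camera with the preset correlation the list had an adjusted p = 0.00914 at 2 days and 0.0112 at 14 days. Over the alternatives these reached 0.516 and 0.991, with 3 of 19 reversed at 14 days. With an estimated correlation, which called no list in any comparison, the adjusted p was 0.94 and 0.411. The 15 endothelial genes were all higher in IKKβ ∆Tub at 2 days (median 0.31), with Pecam1 at 0.43 and the receptor gene Tie1 at 0.44, none passing alone and with an adjusted p = 0.661 for the list with an estimated correlation. At 14 days 13 of these 15 were higher (median 0.25, adjusted p = 0.256 with an estimated correlation). Whether the effect of the deletion on the angiogenesis list differed between 14 and 2 days was tested by its interaction (median -0.13, adjusted p = 0.995 with an estimated correlation).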

Altered mRNA involved in angiogenesis differed between at days 2 and 14 after I/R injury (Figure 3c,d). 

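Actg2, Flt4 and Tnxb had higher levels in each library labelled IKKβ ∆Tub than in each library labelled control at 2 days. Flt4, on chromosome 11 of GRCm38 from 49609263 to 49652739, was 0.299 ± 0.0313 in IKKβ ∆Tub and 0.213 ± 0.0204 in control (SD, n = 3), a log2 fold change of 0.48 (SE 0.22, adjusted p = 0.732 from limma, 0.912 from edgeR and 0.421 from DESeq2). Tnxb, which encodes a matrix glycoprotein, was 0.404 ± 0.0894 and 0.272 ± 0.0212, a log2 fold change of 0.54 (SE 0.26, adjusted p = 0.736 from limma). Actg2 was 0.0858 ± 0.0252 and 0.0471 ± 0.0111, a log2 fold change of 0.79 (SE 0.80, adjusted p = 0.886 from limma). Of the 7 smooth muscle genes 6 were higher (median 0.56; adjusted p = 0.94 with an estimated correlation), with Acta2, the smooth muscle actin, at 0.77 (adjusted p = 0.713 from limma and 0.00685 from DESeq2) and Tagln at 0.60. Slc39a12 was below the lowest value tested in every library and has no test. The genotype of replicates 1 and 2 labelled control is in doubt.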

At day 2 after I/R injury in IKKβ^∆Tub^ compared to control, we found significantly augmented mRNA levels of Actg2 (smooth muscle actin γ2), Flt4 (vascular endothelial growth factor receptor 3), Slc39a12 (zinc transporter 12) and Tnxb (tenascin XB), which are known to promote angiogenesis and angiogenic sprouting among others by inducing proliferation and migration of endothelial and smooth muscle cells. Furthermore, at day 2 after I/R injury in IKKβ^∆Tub^ compared to control, reduced mRNA levels were found for Minar1 (major intrinsically disordered Notch2-binding receptor 1, AF529169) and Sepinb5 (serpin family B member 5), both are known angiogenesis inhibitors. 

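AF529169 (Minar1) and Serpinb5 were lower in each library labelled IKKβ ∆Tub than in each library labelled control at 2 days. The means of AF529169 were below the lowest value tested in both strains, and those of Serpinb5 were near it. AF529169 was 0.000467 ± 0.000446 in IKKβ ∆Tub and 0.00268 ± 0.000741 in control (SD, n = 3), a log2 fold change of -0.49 (SE 0.31, adjusted p = 0.805 from limma). A single read was worth 0.000512 to 0.00104 in the libraries labelled IKKβ ∆Tub at this time. The separation of the strains in AF529169 therefore rests on few reads. Serpinb5, which encodes the serpin maspin, was 0.00329 ± 0.00161 and 0.0122 ± 0.00782, a log2 fold change of -0.98 (SE 0.39, adjusted p = 0.713 from limma and 0.515 from DESeq2). Of the 5 genes of Figure 3c that could be tested, all 5 had the direction shown and separated the strains, AF529169 on few reads. Among these 5, 1 had a p under 0.05 with a fold change over 1.5. By limma 0 passed over all genes or adjusted over the list alone. edgeR and DESeq2 also called 0 of the 5 over all genes.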

At 14 days after I/R injury in IKKβ^∆Tub^ compared to control, we found significantly augmented mRNA levels of Ism1 (isthmin1), Ngef (neuronal guanine nucleotide exchange factor), Ptgfr (prostaglandin F receptor), and Tinagl1 (tubulointerstitial nephritis antigen like 1). 

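Ngef, Ptgfr and Tinagl1 had higher levels in every IKKβ ∆Tub library than in every control library at 14 days. Ptgfr was 0.586 ± 0.258 in IKKβ ∆Tub and 0.315 ± 0.0359 in control (SD, n = 3), a log2 fold change of 0.80 (SE 0.22, adjusted p = 0.0971 from limma, 0.126 from edgeR and 0.202 from DESeq2). Ngef had 0.716 ± 0.159 and 0.455 ± 0.0872, a log2 fold change of 0.64 (SE 0.19, adjusted p = 0.125 from limma). Tinagl1 (chromosome 4 of GRCm38 from 130164454 to 130175122) had 1.45 ± 0.427 and 0.901 ± 0.192, a log2 fold change of 0.67 (SE 0.23, adjusted p = 0.177 from limma). Ism1, at 0.027 ± 0.00659 and 0.0163 ± 0.00587, had overlapping strains and a log2 fold change of 0.61 (SE 0.30, adjusted p = 0.39 from limma). With the Y-linked covariate the log2 fold change of Ism1 was 0.25, and in libraries without Y-linked expression, 1 of them control, those of Ngef and Tinagl1 were 0.36 and 0.34.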

Whereas Ism1 is an inhibitor for angiogenesis, Ngef, Ptgfr and Tinagl1 are pro-angiogenic factors. However, mRNA levels significantly reduced in IKKβ^∆Tub^ compared to control are Lrg1 (leucine rich alpha-2-glycoprotein 1), Serpinf1 (serpin family F member 1), Sdc2 (syndecan 2), Marcks (myristoylated alanine rich protein kinase C substrate) and Ramp1 (receptor activity modifying protein 1), where Serpinf1 is an inhibitor of angiogenesis and the other mRNA induce angiogenesis, angiogenic sprouting and endothelial cell proliferation. 

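Lrg1, Serpinf1, Sdc2, Marcks and Ramp1 were lower in every IKKβ ∆Tub library than in every control library at 14 days. Lrg1 was 0.216 ± 0.0931 in IKKβ ∆Tub and 0.582 ± 0.132 in control (SD, n = 3), a log2 fold change of -1.49 (SE 0.54, adjusted p = 0.2 from limma and 0.0249 from DESeq2). Serpinf1, which encodes the anti-angiogenic factor PEDF, was 0.124 ± 0.033 and 0.277 ± 0.0496, a log2 fold change of -1.14 (SE 0.35, adjusted p = 0.132 from limma and 0.0106 from DESeq2). The log2 fold changes of Ramp1, Marcks and Sdc2 were -1.23, -0.89 and -0.73 (adjusted p = 0.186, 0.343 and 0.303 from limma), and Sdc2 had -0.13 with the Y-linked covariate. Of the 9 genes in Figure 3d, all 9 had the direction shown, 8 had a p under 0.05 with a fold change over 1.5 and 0 passed limma's test over all genes (edgeR 0, DESeq2 2). Adjusted over the list alone 7 passed, a list chosen by the authors on these libraries, and without IKKβ ∆Tub replicate 2 none did, with 1 gene at a p under 0.05 and a fold change over 1.5.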

Taking a closer look, the reduced mRNA levels in IKKβ^∆Tub^ are rather normalized to baseline and the control mice at 14 days after I/R injury are increased, suggesting that at 14 days after I/R injury IKKβ^∆Tub^ present a normalized angiogenesis whereas the control mice at that time point start to display an increased angiogenesis.

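Against their own baseline, 5 of the 9 genes of Figure 3d rose and 3 fell in control at 14 days, and 3 rose and none fell in IKKβ ∆Tub by limma. The absolute log2 fold change from baseline was smaller in IKKβ ∆Tub in 7 of the 9, genes that the authors chose on these libraries. The strains' changes from baseline did not differ for any of the 9 by the interaction term of limma (0 with an adjusted p under 0.05). From the lower levels in IKKβ ∆Tub and the higher levels in control at 14 days, the paper proposes that angiogenesis was normalized in IKKβ ∆Tub and had begun to increase in control.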

### 2.4. Tubular Deletion of IKKβ Affect Glucose Metabolism after I/R Injury

IKKβ is a kinase known to affect glucose metabolism, and it was shown further that glucose metabolism affects the degree of injury and the capacity of tissue regeneration. Therefore, we analyzed the mRNA levels of genes important in glycose metabolism and energy expenditure from the RNASeq data. Significantly higher mRNA levels were found for Slc5a2 (sodium glucose transporter 2, SGLT2), Hk3 (hexokinase 3, HK3), Fbp1 (fructose-1,6.bisphosphatase, FBP1), Necab3 (N-terminal EF-hand calcium binding protein 3, NECAB3), and Cpt1c (carnitine palmitoyltransferase 1C, CPT1C), see (Figure 4a). 

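Hk3 and Cpt1c had higher levels in each library labelled IKKβ ∆Tub than in each library labelled control at 2 days, while Slc5a2, Fbp1 and Necab3 overlapped between the strains. Slc5a2, on chromosome 7 of GRCm38 from 128265657 to 128272430, was 5.52 ± 1.44 in IKKβ ∆Tub and 2.94 ± 1.50 in control (SD, n = 3), a log2 fold change of 1.00 (SE 0.37, adjusted p = 0.713 from limma). Hk3, at 0.106 ± 0.0146 and 0.0604 ± 0.00782, had a log2 fold change of 0.76 (SE 0.38, adjusted p = 0.744 from limma and 0.144 from DESeq2). The log2 fold changes of Cpt1c, Necab3 and Fbp1 were 0.60, 0.58 and 0.46 (adjusted p = 0.768, 0.732 and 0.867 from limma), and Fbp1 had 0.09 with the Y-linked covariate. Of 26 proximal tubule genes 19 had log2 fold changes above 0 (median 0.35; 1 higher and 1 lower adjusted over the list alone; adjusted p = 0.94 with an estimated correlation), with the brush border peptidase gene Dpep1 at 0.98.
Of 25 genes of glycolysis 15 had log2 fold changes above 0 (median 0.08) and of 9 genes of gluconeogenesis 8 did (median 0.18), none passing limma's test over all genes or adjusted over the list alone. With an estimated correlation the adjusted p = 0.95 and 0.94. The paper's RT-qPCR of Fbp1 also ran higher in IKKβ ∆Tub at this time. Of the 5 genes in Figure 4a, 0 passed over all genes or over the list alone by limma, 1 had a p under 0.05 with a fold change over 1.5, and edgeR and DESeq2 called 0. The genotype of replicates 1 and 2 labelled control is in doubt at this time.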

SGLT2 is the main transporter for proximal tubular glucose uptake, NECAB3 and HK3 are an inducer and an enzyme of glycolysis, CPT1C is a known nutrient sensor in metabolic stress conditions, and FBP1 is an important enzyme in gluconeogenesis. 

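The glucose transporter gene Slc2a2 (GLUT2) and the fructose transporter gene Slc2a5 were higher in every IKKβ ∆Tub library than in every control library at 14 days. Slc2a2 (ENSMUSG00000027690, chromosome 3 of GRCm38 from 28697903 to 28731359) rose, at 1.89 ± 0.234 in IKKβ ∆Tub and 0.778 ± 0.139 in control (SD, n = 3), a log2 fold change of 1.28 (SE 0.21, adjusted p = 0.0127 from limma, 0.0669 from edgeR and 1.6e-05 from DESeq2). It did not pass limma's test with the Y-linked covariate (adjusted p = 0.0528), with only the libraries compared (0.262), in the libraries without Y-linked expression (0.252) or without IKKβ ∆Tub replicate 2 (0.0827). Slc2a5, Slc5a2 and the nucleotidase gene Entpd5 had log2 fold changes of 0.94, 0.92 and 0.82, and none passed limma's test (adjusted p = 0.304, 0.26 and 0.135). Pfkfb3 had a log2 fold change of -0.72 (SE 0.19, adjusted p = 0.0842 from limma). Against its own baseline, control fell in 5 and rose in 1 of the 6 genes in Figure 4b and IKKβ ∆Tub fell in 5. All 6 changed less in IKKβ ∆Tub, and the interaction passed limma's test in 1, Pfkfb3.
All 16 genes of the tricarboxylic acid cycle (median 0.43) and all 22 genes of fatty acid oxidation (median 0.34) were higher in IKKβ ∆Tub, with 4 and 0 of them passing when adjusted over the list alone and an adjusted p = 0.225 and 0.315 with an estimated correlation. None passed limma's test over all genes, with Idh3a at 0.61 (unadjusted p = 0.00117, adjusted p = 0.119 by edgeR and 0.267 by DESeq2). Of 25 glycolysis genes 16 were higher (median 0.13; 3 higher and 1 lower adjusted over the list alone; adjusted p = 0.279 with an estimated correlation). Without IKKβ ∆Tub replicate 2, 2 instead of 5 genes of Figure 4b passed when adjusted over that list alone.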

At 14 days after I/R injury, the metabolic enzyme normalizes to a base line level for IKKβ^∆Tub^, whereas they remain low in control mice (Figure 4b). To investigate glucose homeostasis, we measured renal SGLT2 expression levels by performing Western blot and immunohistochemical analysis of SGLT2. At baseline, no difference between IKK^β∆Tub^ and control was observed. At 2 and 14 days after I/R injury, a strong reduction in SGLT2 expression was encountered with no difference between IKKβ^∆Tub^ and control (Figure 4c). In addition, we analyzed mRNA expression of Hk3, Fbp1 and Pfkfb3. Hk3 mRNA was significantly higher at 2 days after I/R injury in both groups with strongest induction in IKKβ^∆Tub^ and control; at 14 days after I/R injury, Hk3 mRNA expression normalized to a base line level in both groups (Figure 4d). Fbp1 mRNA was not significantly different between strains at baseline; at 2 days after I/R injury, Fbp1 mRNA was strongly reduced in both groups, with significantly higher expression in IKKβ^∆Tub^ compared to control (Figure 4e). At 14 days after I/R injury, Fbp1 mRNA remained lower as a baseline level and was increased more in IKKβ^∆Tub^ compared to control. Pfkfb3 mRNA was significantly augmented upon tubular *IKKβ* deletion at baseline (Figure 4f). At 2 days after I/R injury, the high Pfkfb3 mRNA expression in IKKβ^∆Tub^ compared to control was abolished and was even inversed at 14 days after I/R injury where Pfkfb3 mRNA was significantly higher in control compared to IKKβ^∆Tub^. Results confirm RNA sequencing data.

### 2.5. Tubular Deletion of IKKβ Improves Detoxification and Reactive Oxygen Species Handling after I/R Injury

Reentry of oxygenated blood into ischemic tissue results in production of reactive oxygen species (ROS) with induction of cell dysfunction. The cellular response to ROS defense might be one of mechanisms for how *IKKβ* deletion reduced I/R injury. Therefore, we analyzed changes of mRNA related to ROS handling and its defense. At 2 days after I/R injury, only minor alterations were found. 

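At 2 days after I/R injury the genes of antioxidant enzymes and glutathione transferases had similar levels in both strains. Of 27 antioxidant enzyme genes 21 had log2 fold changes above 0 (median 0.06) and of 22 glutathione transferase genes 13 did (median 0.11). None passed limma's test over all genes or adjusted over the list alone. With an estimated correlation the adjusted p = 0.95 for both lists. Hmox1, which encodes the heme-degrading antioxidant enzyme, had a log2 fold change of 0.56 (SE 0.70, unadjusted p = 0.439 from limma, adjusted p = 0.956 by edgeR and 0.0657 by DESeq2). Relative to baseline, both strains had lost expression in 9 of the 14 genes of Figure 4g and gained it in 1 at 2 days by limma. The genotype of replicates 1 and 2 labelled control is in doubt at this time.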

At 14 days after I/R injury, significantly higher mRNA levels were found for Cat (catalase), Gsta1, Gsta4, Gstk1 and Gstp2 (glutathione S-transferase alpha 1, and 4, kappa 1 and pi 2), and Haao (3-hydroxyanthranilate 3,4-dioxygenase), Kynu (kynureninase) and Slc23a1 (ascorbic acid transporter) in IKKβ^∆Tub^ compared to control. 

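Catalase and several glutathione transferase genes were higher in every IKKβ ∆Tub library than in every control library at 14 days. Cat (chromosome 2 of GRCm38 from 103453849 to 103485160) was 8.04 ± 1.99 in IKKβ ∆Tub and 5.28 ± 1.11 in control (SD, n = 3), a log2 fold change of 0.60 (SE 0.23, adjusted p = 0.231 from limma). Gstk1 was 0.484 ± 0.163 and 0.236 ± 0.0678, a log2 fold change of 1.00 (SE 0.24, adjusted p = 0.0639 from limma, 0.102 from edgeR and 0.0801 from DESeq2). Gsta4 had a log2 fold change of 1.62, Gsta1 1.25 and Gstp2 0.41 (adjusted p = 0.137, 0.128 and 0.642 from limma). Gsta1 and Gstp2 were near the lowest value tested, at 0.0139 ± 0.0029 and 0.00535 ± 0.00254 in IKKβ ∆Tub, and have close paralogs with which reads may be shared. The tryptophan enzyme genes Kynu and Haao had log2 fold changes of 1.44 and 0.94 and the ascorbate transporter gene Slc23a1 had 0.92 (adjusted p = 0.248, 0.145 and 0.115 from limma). Gsta4 had 0.77 and Kynu 0.39 with the Y-linked covariate.
Of 22 glutathione transferase genes 16 were higher (median 0.35), 6 of them when adjusted over the list alone, with Gsta3 at 0.81 and Mgst3 at 0.64. Of 27 antioxidant enzyme genes 22 were higher (median 0.25), with mitochondrial Sod2 at 0.50 and none passing over the list alone, whereas the cystine transporter gene Slc7a11 had -1.40 (unadjusted p = 0.00264, adjusted p = 0.281 by edgeR and 0.321 by DESeq2). With an estimated correlation the adjusted p = 0.267 and 0.351.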

In general, IKKβ^∆Tub^ demonstrated mRNA levels which were rather normalized to the baseline level in comparison to control presenting significantly lower mRNA expression of genes for reactive oxygen handling (Figure 4g). In addition, we performed Western blot and immunohistochemical analysis of GSTA1. 

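Against their own baseline, 12 of the 14 genes of Figure 4g fell in control at 14 days and 8 fell in IKKβ ∆Tub by limma, with no gene raised in either strain. The change was smaller in IKKβ ∆Tub in 12 of the 14. Cat fell in control with a log2 fold change of -1.82 (SE 0.23, adjusted p = 1.42e-05 from limma). Between strains all 14 had the direction shown, with the conjugating enzyme gene Ugt1a1 at 2.37, the monooxygenase gene Fmo1 at 1.02, the NADPH oxidase gene Nox4 at 0.89, the export pump gene Abcc2 at 0.76 and the selenoprotein gene Sepp1 at -0.67. In Sepp1 the direction turned with the Y-linked covariate, to 0.32. Over all genes 0 of the 14 passed limma's test between strains (edgeR 0, DESeq2 1), with 12 at a p under 0.05 and a fold change over 1.5. Adjusted over the list alone 12 passed, a list that the authors chose on these libraries, and 4 did without IKKβ ∆Tub replicate 2. The interaction of strain with time passed in 0 of the 14 by limma.

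**Figure D4:**
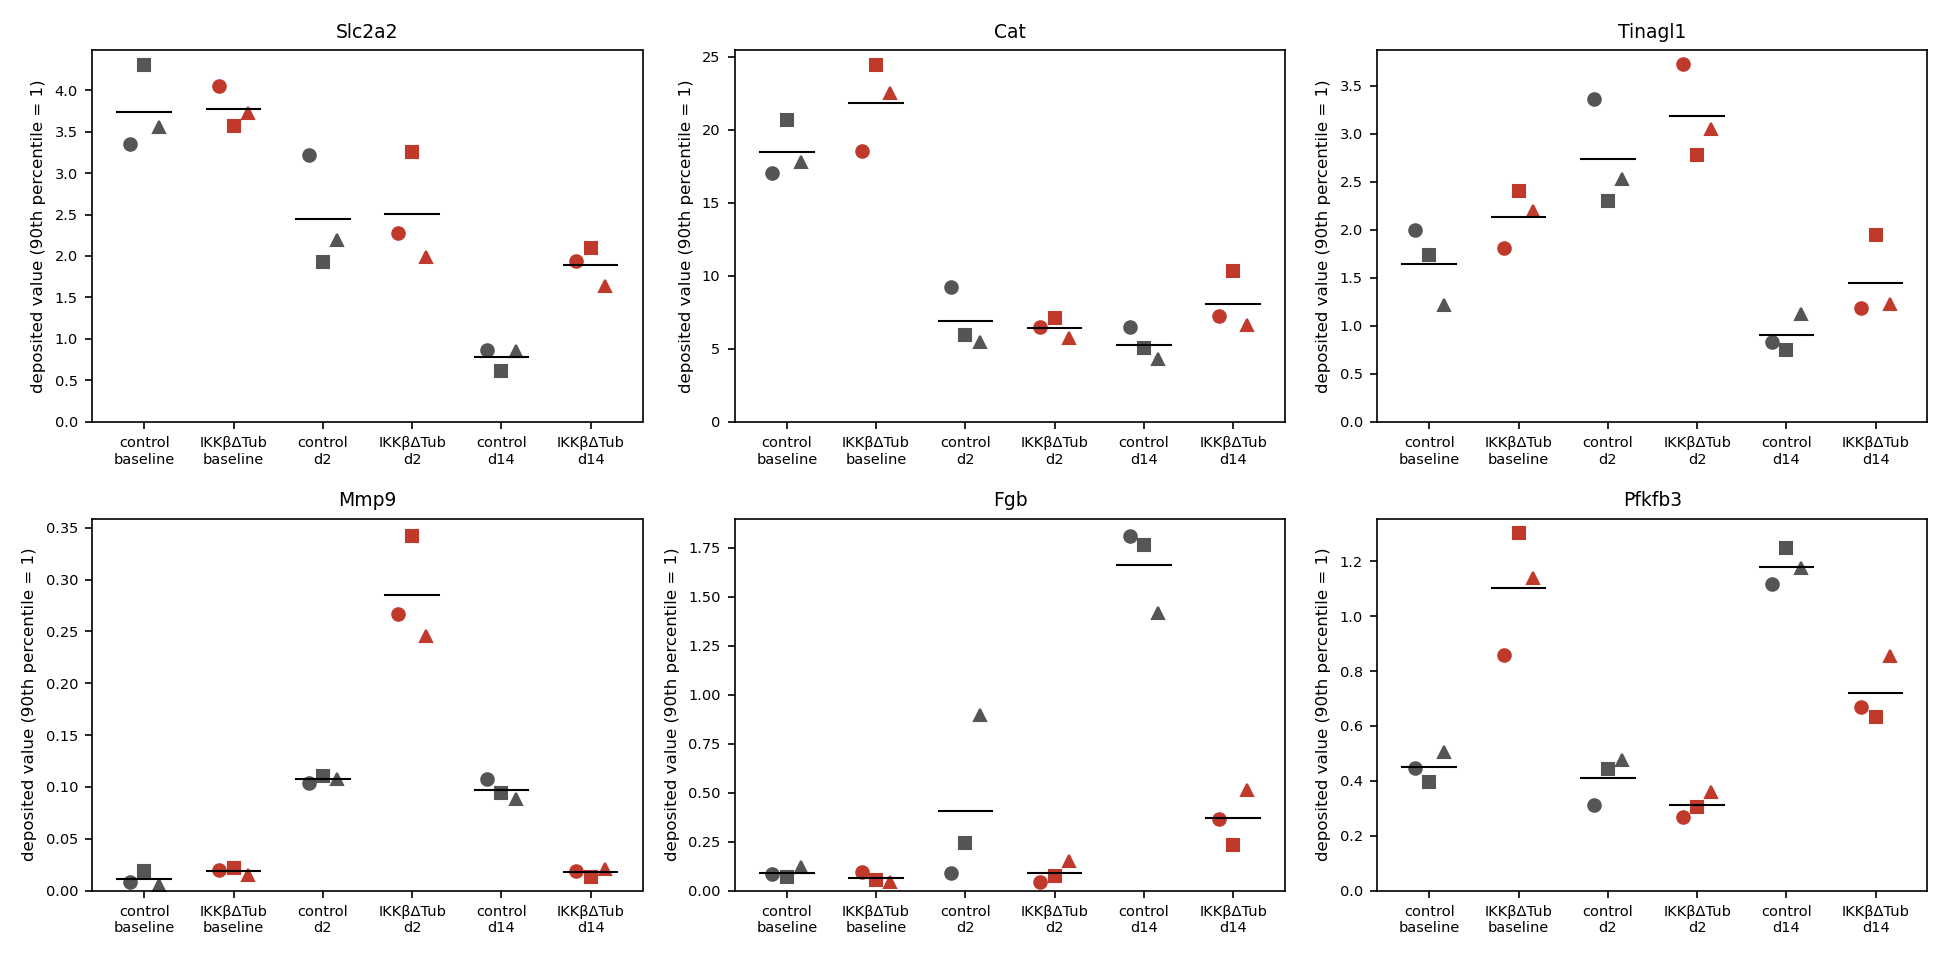
mRNA levels (deposited values, 90th percentile = 1) of Slc2a2, Cat, Tinagl1, Mmp9, Fgb and Pfkfb3 in each library at baseline, 2 days and 14 days, grey for control and red for IKKβ ∆Tub, with circle, square and triangle for replicates 1, 2 and 3 and a black line at the mean of each group. At 14 days the strains do not overlap in any of these 6 genes.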

Significantly lower expression for GSTA1 was found in control at 2 and 14 days after I/R injury compared to IKKβ^∆Tub^ and to control at baseline and normal values were found for IKKβ^∆Tub^ at 14 days after I/R injury (Figure 4h).

### 2.6. Tubular Deletion of IKKβ Improves Proliferation, Tissue Regeneration and Reduces Fibrosis

Because we have observed an ameliorated kidney function and morphology in IKKβ^∆Tub^ in comparison to control at 14 days after I/R injury, we examined the RNA sequencing for mRNA inducing cell proliferation, tissue regeneration and affecting fibrosis. In IKKβ^∆Tub^ in comparison to control at 2 days after I/R injury, we identified among the significantly upregulated mRNA factors which are anti-apoptotic such as Fank1 (fibronectin type 3 and ankyrin repeat domains protein 1), Hmox1 (heme oxygenase 1), and factors inducing tubular repair and recovery such as Mmp9 (MMP9) and S100a9 (calcium-binding protein complex S100A9) (Figure 5a). 

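Mmp9 and S100a9 had higher levels in the libraries labelled IKKβ ∆Tub than in those labelled control at 2 days. Mmp9 (ENSMUSG00000017737, chromosome 2 of GRCm38 from 164940780 to 164955850) was 0.285 ± 0.0505 in IKKβ ∆Tub and 0.107 ± 0.0035 in control (SD, n = 3), a log2 fold change of 1.36 (SE 0.27, adjusted p = 0.654 from limma, 0.912 from edgeR and 6.39e-07 from DESeq2). S100a9, which encodes a calprotectin subunit of neutrophils, was 0.637 ± 0.0711 and 0.217 ± 0.0147, a log2 fold change of 1.52 (SE 0.63, adjusted p = 0.713 from limma and 1.26e-14 from DESeq2). Its partner S100a8 had a log2 fold change of 1.59 and the neutrophil growth factor receptor gene Csf3r 1.39. Fank1, at 0.00518 ± 0.00182 and 0.00164 ± 0.00118 near the lowest value tested, had 0.61 (SE 0.25, adjusted p = 0.713 from limma). Hmox1 was 2.36 ± 0.0127 and 1.61 ± 0.182. The paper's Western blot of MMP9 also ran higher in IKKβ ∆Tub at this time, although the genotype of replicates 1 and 2 labelled control is in doubt. Each of these genes had every IKKβ ∆Tub library above every library labelled control. With the Y-linked covariate the log2 fold change of Hmox1 was -0.02 and that of S100a9 1.08. Of the 24 apoptosis genes 11 were higher and 13 lower (median -0.03; adjusted p = 0.94 with an estimated correlation), none passing over all genes or over the list alone.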

Interestingly, in IKKβ^∆Tub^ compared to control at 2 days after I/R injury, among the significantly reduced mRNA, we found genes promoting cell proliferation such as Azin1 (antizyme inhibitor 1), Depcd1a (DEP domain containing 1), Dsg2 (Desmoglein2), Gpr171 (G protein-coupled receptor 171), and Kif18a (kinesin family member 18A).

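Genes of cell division had lower levels in the libraries labelled IKKβ ∆Tub at 2 days. Kif18a, a mitotic kinesin (chromosome 2 of GRCm38 from 109280738 to 109341747), was 0.0829 ± 0.0321 in IKKβ ∆Tub and 0.162 ± 0.00874 in control (SD, n = 3), a log2 fold change of -0.98 (SE 0.24, adjusted p = 0.713 from limma, 0.912 from edgeR and 0.215 from DESeq2). Depdc1a and Dsg2, a desmosomal cadherin, had log2 fold changes of -0.80 and -0.70, Azin1, which encodes an activator of polyamine synthesis, -0.55 and Gpr171 -0.63. All but Gpr171 separated the strains. Of 40 genes of proliferation 32 were lower (median -0.10), with the cyclin gene Ccne2 at -0.77, 2 passing when adjusted over the list alone and an adjusted p = 0.94 with an estimated correlation. Of the 10 genes at this time in Figure 5, 0 passed limma's test over all genes (edgeR 0, DESeq2 2), 7 had a p under 0.05 with a fold change over 1.5, and 8 passed when adjusted over the list alone, which the authors chose on these libraries. Of the 19 tested genes that the text of the paper names at 2 days, 3 passed when adjusted over that list alone, and 1 did without replicates 1 and 2 labelled control, an alternative chosen after their Ikbkb and Vmn1r32 levels were seen.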

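Among proliferation genes at 14 days, the paper's examples Tinagl1 and Dusp26 were higher in IKKβ ∆Tub while its example Cdca5 and most genes of the list were lower. Tinagl1 was higher in IKKβ ∆Tub as given at its angiogenic role, and Dusp26 was 0.0248 ± 0.0113 in IKKβ ∆Tub and 0.016 ± 0.0046 in control (SD, n = 3), a log2 fold change of 0.46 (SE 0.29, adjusted p = 0.527 from limma, 0.511 from edgeR and 0.784 from DESeq2), with overlapping strains. Of 40 genes of proliferation 39 had log2 fold changes below 0 in IKKβ ∆Tub (median -0.41), none passing limma's test over all genes or adjusted over the list alone. The spindle kinesin gene Cenpe had -0.79 (unadjusted p = 0.00366, adjusted p = 0.153 by edgeR and 0.186 by DESeq2) and the mitotic kinase gene Aurkb -1.22, while Tyms, an enzyme of thymidylate synthesis, had 0.60. The list had an adjusted p = 0.411 with an estimated correlation.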

On the contrary to 2 days after I/R injury, in IKKβ^∆Tub^ compared to control at 14 days after I/R, we found significantly increased mRNA where its protein is known to induce cell proliferation such as Tinagl1 (tubulointerstitial nephritis antigen like 1) and Dusp26 (dual specificity phosphatase 26) shown to reduce ROS formation and fibrosis (Figure 5b). At 14 days after I/R injury, among the significantly downregulated mRNAs in IKKβ^∆Tub^ compared to control, we identified Cdca5 (cell division cycle associated 5) suspending cell proliferation, Traf1 (TNF receptor associated factor 1) promoting inflammation, and many pro-fibrotic factors such as Adam19 (ADAM metallopeptidase domain 19), Mmp9 (matrix metalloprotease 9), Edn1 (endothelin-1), P2rx7 (purinergic receptor P2X7), Fga, Fgb and Fgg (fibrinogen alpha, beta and gamma chain), and Col3a1 (collagen III alpha 1).

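Mmp9 was the only gene of those in Figure 5 at 14 days that passed limma's test over all genes. It fell, at 0.0176 ± 0.0039 in IKKβ ∆Tub and 0.0966 ± 0.01 in control (SD, n = 3), a log2 fold change of -2.18 (SE 0.27, adjusted p = 0.00138 from limma, 0.0271 from edgeR and 2.36e-10 from DESeq2). It passed with the Y-linked covariate (adjusted p = 0.0151 from limma) and without IKKβ ∆Tub replicate 2 (0.0124), but not with both together (0.0712, a pairing chosen after the values were seen), with only the libraries compared (0.175) or in the libraries without Y-linked expression (0.508). Fgb, the fibrinogen beta chain (chromosome 3 of GRCm38 from 83040141 to 83049863), was 0.372 ± 0.14 and 1.66 ± 0.215, a log2 fold change of -2.21 (SE 0.60, adjusted p = 0.0917 from limma and 8.89e-10 from DESeq2). Col3a1 was 1.17 ± 0.676 and 3.16 ± 0.372, a log2 fold change of -1.66 (SE 0.58, adjusted p = 0.188 from limma and 0.086 from DESeq2). The log2 fold changes of Fgg, Edn1, Adam19, Traf1, P2rx7, Cdca5 and Fga were -1.63, -1.46, -1.20, -1.11, -1.07, -0.96 and -0.89, and none passed limma's test (adjusted p = 0.26, 0.178, 0.117, 0.12, 0.086, 0.167 and 0.609).
Of 38 matrix genes 34 had log2 fold changes below 0 (median -0.60), 6 of them lower when adjusted over the list alone, with Postn, a matricellular protein of fibrosis, at -1.64 (adjusted p = 0.301 for the list with an estimated correlation). Of 30 NF-κB target genes 29 were lower (median -0.80), 3 over all genes and 17 over the list alone (adjusted p = 0.206 with an estimated correlation), among them the chemokine genes Ccl2 (-3.47, adjusted p = 0.0046), Cxcl5 (-2.83, adjusted p = 0.0313) and Ccl5 (-2.30, adjusted p = 0.0413). These 3 did not pass in 4, 8 and 14 of 19 alternatives, the Y-linked covariate being one for each. Of the 12 genes at this time in Figure 5, 1 passed limma's test over all genes and 10 when adjusted over the list alone, which is not independent evidence. Without IKKβ ∆Tub replicate 2 the latter count was 3.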

To verify RNA sequencing results, we assessed the proliferating Ki67-positive epithelial cells of IKKβ^∆Tub^ compared to control at 2 and 14 days after I/R injury (Figure 5c). In correlation with mRNA altered, we found at 2 days after I/R injury a reduced number of proliferating cells in IKKβ^∆Tub^ compared to control. At 14 days after I/R injury, however, we found a significantly increased number of Ki67-positive cells in IKKβ^∆Tub^ compared to control. Next, we determined MMP9 expression by Western blot analysis and immunohistochemistry, showing an increased expression level at day 2 after I/R injury and a reduced expression level at 14 days after I/R injury in IKKβ^∆Tub^ compared to control (Figure 5d). Finally, we also determined collagen III alpha1 expression by Western blot and immunohistochemical analysis showing strong interstitial expression at 14 days after I/R injury in control and significantly less in IKKβ^∆Tub^, which was confirmed by Western blot (Figure 5e).

## 3. Discussion

We demonstrated that tubular deletion of IKKβ ameliorated renal function parameter and kidney morphology at 2 days and long term at 14 days after I/R injury. Furthermore, mRNA signature of IKKβ^∆Tub^ at 14 days after I/R injury was rather adapted to control at baseline compared to control at 14 days after I/R injury. Besides its role in inhibiting inflammatory NF-ĸB signaling, it was shown recently to have other substrates as well, including enzymes for metabolism [10]. Deregulated glucose metabolism was implicated in mortality rate and degree of acute kidney injury [11]. Already at baseline, tubular *IKKβ* deletion demonstrated higher mRNA expression levels of signaling and transport proteins, for enzymes and mitochondrial uncoupling. PFKFB3 was shown earlier to be phosphorylated by IKKβ leading to its inhibition and concomitant reduction in aerobic glycolysis [12]. This complies with *IKKβ* deletion induced a higher Pfkfb3 mRNA expression level. Furthermore, other mRNA for glycolytic enzymes such as Hk2 and Ldhd were elevated in IKKβ^∆Tub^. Interestingly, we found many mRNAs of proteins for mitochondrial uncoupling to be higher in IKKβ^∆Tub^, suggesting that cellular *IKKβ* deletion promotes the Warburg effect with augmented glycolysis and mitochondrial uncoupling. In addition, significantly higher levels of mRNA important for fatty acid uptake and biosynthesis were identified. Fatty acids are the preferred fuel of proximal tubule cells and may be used to cope with the Warburg effect. Furthermore, among the altered mRNA level in IKKβ^∆Tub^ found protective in I/R injury most significantly higher was *Grem1* (Gremlin1), and most significantly lower were *Tbxa2r*, *Mtfp1* (MTFP1), and *Gm853*. Gremlin1 was shown to protect renal epithelial cells for I/R injury induced apoptosis [13]. Polymorphisms in Tbxa2r were associated with higher blood pressure [14], platelet aggregation and ischemic stroke [15]. MTFP1 is a key protein for mitochondrial fission; its reduced expression would inhibit fission, promoting mitochondrial inner membrane fusion and thereby contribute to the reduction in apoptosis induced by I/R injury [16]. Gm853 is coding for leucine decarboxylase 1 where its role remains elusive.

### 3.1. Tubular IKKβ Deletion Induced Angiogenesis

Microvascular dysfunction is central to the severity of acute kidney injury [9]. After I/R injury, capillary rarefaction in the recovery phase is followed by tubulointerstitial fibrosis and might also be a key-player in the pathophysiology of AKI-to-CKD transition [17]. Tubular *IKKβ* deletion prevented capillary rarefaction at 2 days and in the recovered kidney at 14 days after I/R injury. In agreement, RNA sequencing analysis revealed higher mRNA levels of pro-angiogenic factors and reduced levels of angiogenesis inhibitors in IKKβ^∆Tub^ compared to control at 2 days after I/R injury and compared to both strains at baseline. At 14 days after I/R, however, angiogenic factors are normalized to baseline in IKKβ^∆Tub^, whereas control at 14 days after I/R started to display ongoing angiogenesis by expressing pro- and anti-angiogenic factors. These results show in general that control mice after I/R injury demonstrated higher microvascular dysfunction, which was preserved upon tubular *IKKβ* deletion.

### 3.2. Tubular IKKβ Deletion Improves Glucose Metabolism

The kidney consumes a significant amount of energy to support active transport of molecules and excretion functions. At 2 days after I/R injury, we found strongly reduced SGLT2 levels important for glucose uptake which did not differ between strains and remained low at 14 days after I/R injury. At 2 days after I/R injury, mRNA for glucose metabolism such as Hk3 (glycolytic enzyme) and Fbp1 (enzyme for gluconeogenesis) were found to be significantly higher upon tubular *IKKβ* deletion. Crucial intermediates of the glycolytic pathway were demonstrated to ameliorate the severity of renal damage upon I/R injury by either administration prior or during the post-ischemic reperfusion period [18]. For fructose 1,6-diphosphate it was shown to attenuate renal cell injury. In addition to glycolysis, gluconeogenesis was shown to play a pivotal role in acute kidney injury by reducing patient mortality [11,19]. The kidney uses mainly lactate as a substrate for gluconeogenesis particularly during fasting and stress conditions. In our analysis, we observed increased expression of Fbp1 mRNA at 2 days after I/R injury compared to control, an important enzyme for glyconeogenesis. Both, HK3 and FBP1 were found to be expressed in the proximal tubule; however, they were most probably not in the same cells and may be due to the well-known cell heterogeneity of the renal proximal tubule [20]. At 14 days after I/R injury, in IKKβ^∆Tub^, mRNA levels of proteins involved in the glucose metabolism normalize to baseline levels, whereas they remain low in control mice, suggesting that tubular *IKKβ* deletion ameliorates glucose handling in favor of tissue and body recovery. Surprisingly, the IKKβ substrate Pfkfb3 remained unaltered between strains at day 2 after I/R injury and increased only in control at 14 days after I/R injury. We do not have an explanation for this, but this may be an aberrant glycolysis and re-programming of glucose metabolism in the long term after I/R injury.

### 3.3. Tubular IKKβ Deletion Improves Kidney Antioxidant Defense

At 2 days after I/R injury, we detected only minor changes of mRNA related to ROS, assuming that at this time point no regulation of ROS altering genes occurs on the mRNA level. At 14 days after I/R injury compared to control and rather towards the baseline level, IKKβ^∆Tub^ demonstrated higher mRNA levels of anti-oxidative stress enzymes, several glutathione-S-transferase subunits, enzymes involved in NAD+ synthesis and vitamin C transporter to inhibit late ROS accumulation. The relative higher levels of anti-oxidative stress enzymes in IKKβ^∆Tub^ at 14 days after I/R injury may be ascribed to the improved overall outcome, since its baseline expressions remained unaltered and were not affected by the tubular *IKKβ* deletion.

Tubular *IKKβ* deletion reduces apoptosis in the short term and increases proliferation in the long term with concomitant tissue regeneration and reduced fibrosis. Genes-expression analysis demonstrates that at 2 days after I/R injury, in IKKβ^∆Tub^, higher mRNA levels for anti-apoptotic protein Fank1 [21] and especially for heme oxygenase 1, which was shown to prevent apoptosis, to promote cell survival, circulatory integrity, and immunomodulation [22]. In addition, IKKβ^∆Tub^ showed higher mRNA levels in factors inducing tubular repair and recovery such as Mmp9 and S100a9. MMP9 was differentially expressed at 2 days after I/R injury with higher Mmp9 mRNA levels in IKKβ^∆Tub^ compared to control and at 14 days after I/R injury with lower Mmp9 mRNA values in IKKβ^∆Tub^ compared to control. This differential expression pattern displays the different function. MMP9 can attenuate apoptosis via soluble SCF-c-kit pathway 24 hours after I/R injury, which is in agreement with reduced histologic lesions and kidney function [23]. However, at late stages in acute kidney injury (14 days after I/R injury), MMP9 may have a pathogenic role in AKI-CKD transition. In addition, at that late time point, MMP9 contributes to macrophage recruitment and promotes thereby epithelial-mesenchymal-transition and fibrosis. Thus, in IKKβ^∆Tub^ compared to control, MMP9 expression is altered in favor of preventing renal damage and promoting tissue regeneration. At 2 days after I/R injury, mRNA inducing cell proliferation, such as Azin1 [24], Depcd1a [25], Dsg2 [26], Gpr171 [27] and Kif18a [28], were lower in IKKβ^∆Tub^ compared to control, which is in line with the evaluation of Ki-67 positive cells at 2 days after I/R injury. This phenomenon is inversed at 14 days after I/R injury with higher proliferation rates in IKKβ^∆Tub^ compared to control and together with higher mRNA level of Tinagl1 [29] inducing cell proliferation and lower levels of Cdca5 [30] suspending cell proliferation. These time differences in cell proliferation are in line with transient cell cycle arrest, which was shown to be protective in acute kidney injury [31]. Furthermore, in agreement with the observation of diminished fibrosis and collagen 3 expression, we observed higher Dusp26 mRNA level at 14 days after I/R injury in IKKβ^∆Tub^ compared to control, which was presented earlier to reduce ROS formation and fibrosis [32]. In addition, mRNA of fibrosis promoting factors such as Adam19 [23], P2rx7 [33] and fibrinogen subunits Fga, Fgb and Fgg [34,35] were significantly reduced in IKKβ^∆Tub^ compared to control at 14 days after I/R injury supporting the important role of IKKβ in ameliorating the renal outcome in the long-term after I/R injury.

In summary, following I/R kidney injury, tubular deletion of *IKKβ* improves kidney function, renal morphology and supports tissue regeneration as well as reduces fibrosis. This effect was associated with angiogenesis, and with a gene–expression signature indicating improved glucose metabolism, antioxidant defense, and reduced apoptosis in the early phase followed by increased proliferation during the late regeneration phase.

From our data, we can conclude that prevention of tubular NF-ĸB-mediated response does not solely reduce inflammatory cytokine and chemokine production; beyond that, it affects so far unknown targets such as angiogenesis, metabolism and ROS handling. It thereby improves kidney function early after I/R injury and in the recovery phase for the overall ameliorated long-term outcome. Pharmacological intervention targeting NF-ĸB pathway after I/R injury might be a possible medical strategy. Other mechanisms accounting for the alteration of cellular metabolism and stress handling after I/R injury should be further investigated.

## 4. Materials and Methods

### 4.1. Animal Experimentation

All mice experiments were conducted according to the National Institute of Health guide for the care and usage of laboratory animals and the Swiss law for the welfare of animals. All experiments were approved by the Cantonal Veterinary Office (Canton of Fribourg, Switzerland, FR27451, 2016_04_FR). All protocols were reviewed by the University’s Animal Welfare and Ethics Review Board before experimentation. Mice were housed in a SPF facility in ventilated cages under conditions of stable temperature (23 °C) and humidity with free access to chow and tap water in a 12-h day/night cycle. Breeding and genotyping were performed according to standard procedures. IKKβ^fl/fl^ mice [36] have been and were crossed with Pax8-rt-TA-LC1^Cre^ mice [37]. For the induction of tubular knockout of IKKβ, 6 weeks old IKKβ^fl/fl^ (termed control) and Pax8-rt-TA-LC1^Cre^/IKKβ^fl/fl^ (termed IKKβ^∆Tub^) received 0.2 mg/mL doxycycline (Sigma Aldrich, Taufkirchen, Germany) in the drinking water for two weeks followed by one week wash out. Mice were anaesthetized with a combination of ketamine (65 mg/kg), xylazine (13 mg/kg) and azepromazine (2 mg/kg). Analgesia was performed pre- and postoperatively using buprenorphine (0.01 mg/kg). Flank incision was performed on heating pads, and a vascular clamp was applied for 30 min on the left renal pedicle. Reperfusion was monitored visually, and mice were closed. After surgery, mice were monitored twice daily. All analyses were carried out by investigators who were blinded to the experimental conditions.

### 4.2. Blood and Urine Collection/Analysis

In addition, 24 h and 13 days after IRI, urine were collected for 24 h, and mice were anaesthetized and blood samples were drawn and centrifuged at 1000× *g* for 5 min at 4 °C to analyze renal function parameters. Creatinine concentrations were enzymatically determined in urine and plasma samples using LT-SYS CREATININ PAP kit (Labor + Technik Eberhard Lehmann GmbH, Berlin, Germany). LT-SYS Harnstoff was used to determine urea concentration in blood serum (Labor + Technik Eberhard Lehmann GmbH, Berlin, Germany). Protocols of creatinine and urea kit were adjusted to lower volumes, and absorption was measured using the microplate reader (Tecan Infinite 200 Pro, Tecan, Switzerland, Tecan i-control). Serum and urine electrolytes were quantified with flame-photometry (EFOX 5053, Eppendorf). Proteinuria was assessed using Bio-Rad Protein Assay (Bio-Rad) according to the manufacturer’s instructions.

### 4.3. Fixation and Tissue Processing for Immunohistochemistry and Immunoblotting

In addition, 48 h and 14 days after IRI, mice were anesthetized by intraperitoneal injection of ketamine/xylazine, and kidneys were removed and shock-frozen for biochemical evaluation or perfused retrogradely through the aorta by using 3% PFA in Caco-Sucrose buffer containing 93 mM cacodylate acid, 60 mM sucrose, 6.67% Haes, 3.25 mM magnesium chloride hexahydrate. Perfusion-fixed specimens were post-processed for cryo-, paraffin-, and epon-embedding for further histochemical, light and electron microscopy analysis. For immunoblotting, total and membrane fractions were prepared from shock-frozen renal cortices. For total fraction RIPA buffer (20 mM Tris-Hcl, 150 mM NaCl, 1 mM EDTA, 1% Nonidet P-40, 0,25% sodium deoxycholate) containing protease inhibitors and phosphatase inhibitors (Roche) was used for extraction, and membrane fractions were prepared using a 0.25 mol/L sucrose buffer containing triethanolamine (0.13%), protease inhibitors and phosphatase inhibitors (Roche) and processed as described [38]. Protein content was determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.4. RNA Isolation, Reverse Transcription, Real-Time PCR and RNA Sequencing

RNA was isolated from frozen kidney tissue using NucleoSpin RNA columns (Macherey-Nagel, Düren, Germany). Residual DNA was digested using DNaseI Kit (AMPD1, Merck, Darmstadt, Germany). In addition, *n* = 2 RNA samples per group were pooled for RNA sequencing. Furthermore, 2 µg RNA were reverse transcribed into cDNA in the presence of M-MLV reverse transcriptase (Promega), dNTP and random hexamer primer. For quantitative real-time PCR, cDNA was added to TaqMan Fast Advanced master mix (Applied Biosystem, 4444556), TATA-box binding protein (Tbp; Mm00446973_m1, Thermo Fisher Scientific, Germany), hexokinase 2 (Hk2; Mm00443385_m1), hexokinase 3 (Hk3; Mm01341942_m1), Fructose-1,6-Bisphosphatase 1 (Fbp1; Mm00490181_m1) or 6-phosphofructo-2-kinase (Pfkfb3; Mm00504650_m1) and subjected to qPCR.

### 4.5. RNA-Seq, Sequence Details

Paired-end sequencing libraries were constructed for replicates of each genotype from the total RNA isolated, employing the True Seq stranded mRNA Poly ATrue Seq stranded mRNA Poly A library kit. Subsequent sequencing was performed on the Illumina NovaSeq_6000 (2 × 50 bp) using standard protocols.

RNA-Seq pipeline. We used our in-house RNA-Seq pipeline to map and align the sequenced data (https://github.com/nf-core/rnaseq (accessed on 9 November 2021). The workflow processed the raw data from the sequencer with FastQC v0.11 [39], and Trimgalore v0.4. [40] aligned the reads with STAR v2.5.2b [41] and generated gene counts with featurecounts v1.5.2 [42] and StringTie v1.3.3b [43]. Quality control was assessed throughout with RSeqQC [44] dupRadar [45], Preseq [46] and MultiQC v1.4 [47]. As reference genomes, we used GRCm38 Mus musculus genome (Genome Reference Consortium Mouse Build 38 and GenBank Assembly ID: GCA_000001635.8), with the total of reads per sample aligning on average 83.56%.

RNA-Seq analysis. Differentially expressed genes were identified by comparing expression profiles of the different genotypes. Statistical analysis preformed using R v3.6.3. To identify differentially expressed genes between groups and time points, we used DESeq2 R package v1.26.0 [48]. DESeq2 was used for executing pairwise comparisons between genotypes. This statistical tool is based on a negative binomial distribution model with dispersion trend smoothing and was also used to determine the normalized reads counts per sample by estimating size factors to control for library size, followed by a log2 transformation of the raw count data using DESeq2. Raw data and processed data from RNA sequencing analysis were uploaded on GEO (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 10 November 2021); accession number: GSE207430).

### 4.6. RNA In Situ Hybridisation

To detect Ikkβ mRNA derived from exon 3, in situ hybridisation was performed on 5 µm paraffin sections with BaseScope Detection Reagent kit v2-RED (cat.no. 323910, Bio-Techne, Abingdon, UK) and a 3-ZZ probe against mouse Ikkβ mRNA directed against exon 3 (238–332 bp coding sequence, cat.no. 541151). BaseScope was carried out according to manufacturer’s instructions. To verify mRNA quality, a probe against the housekeeping gene peptidylprolyl isomerase B (cat.no. 701071, accession no. NM_011149.2) served as positive control. As negative control served a probe against the bacterial gene DapB (cat.no. 701011, accession no. EF191515). Sections were counterstained with DAPI (4′,6-Diamidin-2-phenylindol). Z-stack images were taken using Leica Axiovert microscope and Fiji ImageJ was used to determine the percentage of Ikkβ-positive/devoid tubular epithelial cells.

### 4.7. SDS-PAGE and Immunoblotting

Proteins were solubilized, and SDS gel electrophoresis was performed on 10–15% polyacrylamide gels. After electrophoretic transfer of the proteins to nitrocellulose membranes, equity in protein loading and blotting were verified by membrane staining using 0.1% Ponceau red. Membranes were probed with primary antibodies and then exposed to HRP-conjugated secondary antibodies (Dianova, Hamburg, Germany). Immunoreactive bands were detected by chemiluminescence using Immobilon Western HRP substrate (Millipore, Darmstadt, Germany) in combination with the chemiluminescence imaging system Fusion SL (Peqlab, Erlangen, Germany) and further analyzed using ImageJ software. Resulting values are presented in percent of control values obtained from the control group.

### 4.8. Immunohistochemistry

In addition, 5 µm Paraffin sections were antigen-retrieved by high-pressure cooking, followed by blocking endogenous peroxidase with 3% H_2_O_2_ in 100% methanol and by a blocking step using 5% skim milk/PBS. Sections were incubated with the primary antibody directed against Col3a1, SGLT2, TOM20, GSTA1 or MMP9 overnight followed by the suitable HRP-coupled secondary antibody (Dianova). Signals were generated using 3,3′-diaminobenzidine. Images were captured using Keyence BZ-X (software BZ-X800 Viewer; Keyence, Neu-Isenburg, Germany).

### 4.9. Cellular Proliferation

Cell proliferation was assessed using antigen-retrieved paraffin sections co-stained with an antibody against the proliferation marker Ki-67 and DAPI. Images were captured using Abberior Facility Line (Abberior Instruments GmbH, Göttingen, Germany). Channels were merged, and signal was evaluated using Fiji/ImageJ software. The number of Ki-67–positive epithelial nuclei per visual field (40× magnification) [49,50] were counted. About ten randomly chosen areas in renal cortex were analyzed.

### 4.10. Antibodies

The following antibodies were used: rabbit anti-MMP9 (Proteintech, cat.no.: 10375-2-AP); rabbit anti-Ki67 (Thermo Fisher Scientific Invitrogen, MA5-14520); rabbit anti-Gsta1 (Proteintech, cat.no.: 14475-1-AP); rabbit anti-Col3a1 (Proteintech, cat.no.: 22734-1-AP); rabbit anti-Tom20 (Proteintech, cat.no.: 11802-1-AP) and rabbit anti-SGLT2 (gift. Of H. Koepsell).

### 4.11. Histology and Tubular Injury Score

In addition, 2 µm paraffin tissue sections were stained for Masson trichrome using standard protocol. Images were captured using Keyence BZ-x800e microscope (Keyence Deutschland GmbH, Neu-Isenburg, Germany) at 20× magnification. The tubular injury was assessed according to the scoring system blinded to the genotype of mice as published earlier [51]. The evaluation accounts cortical tubules with epithelial necrosis, loss of the brush border, and tubular dilation. A five-point scale was used: 0, normal kidney; 1, 1–25% of tubular injury; 2, 24–50% of tubular injury; 3, 50–75% of tubular injury; 4, 75–100% of tubular injury.

### 4.12. Electron Microscopy and Morphometry

For electron microscopy, kidney specimens were post-fixed overnight in 1.5% paraformaldehyde, 1.5% glutaraldehyde and 0.05% picric acid in cacodylate buffer, incubated with 1% osmium tetroxide and embedded in Epon. Semi-thin sections were cut and stained with 0.1% toluidine blue using standard protocol. Kidney cortices and outer medulla were imaged and captured by Keyence BZ-x800e microscope, and the tubulointerstitial capillary density was determined by estimating the fraction of the tubular circumference that is in close contact with capillaries. Approximately 50 cortical tubules per animal were evaluated stereologically, and capillary-epithelial contact areas were calculated as performed previously [52].

Ultrathin sections were cut using an ultramicrotome (Leica EM UC7) and stained with uranyl acetate and lead citrate. Ultra-thin sections were examined using TEM (JEM 1400 plus, JOEL), and images were captured with TemCam F416 (TVIPS).

### 4.13. Statistical Data Analysis

Statistical comparisons were done with the GraphPad Prism Software Package 5 (GraphPad Software, La Jolla, CA, USA) using the Mann–Whitney–U test or Lord test [53]. *p*-values of <0.05 were judged to be statistically significant. Asterisks are used in the figures to explicitly demonstrate the statistical significance (* *p*  <  0.05; ** *p*  <  0.01; *** *p*  <  0.001).

## Figures and Tables

**Figure 1:**
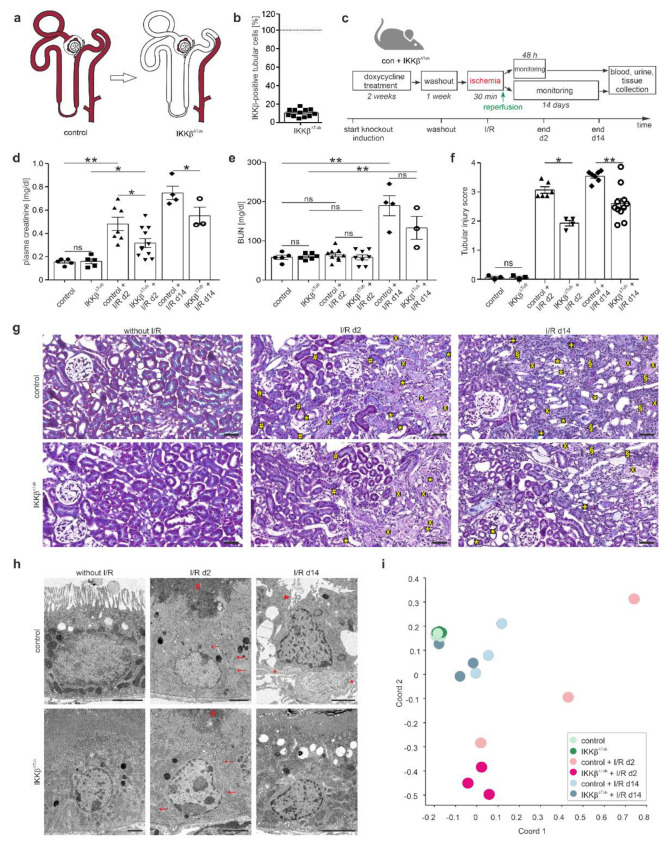
Genetic tubular IKKβ-deletion ameliorates I/R injury. (**a**) Scheme illustrating deletion of *IKKβ* gene under Pax8 promoter along the tubule; (**b**) semi-quantitative analysis of IKKβ mRNA expression derived from Exon 3 in tubular cells of control and IKKβ^∆Tub^. Arithmetic means ± SEM of *n* = 12 per group; * *p* < 0.05, *t*-test; (**c**) timeline of experimental procedure; (**d**,**e**) plasma creatinine (**d**) and blood urea nitrogen (BUN; (**e**)) values of control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Arithmetic means ± SEM of *n* = 3–11 per group; (**f**) semi-quantitative evaluation of tubulointerstitial injury. Arithmetic means ± SEM of *n* = 3–11 per group; (**g**) representative images of Masson trichrome stained kidney section of control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Scale bar = 50 µm. Tubular necrosis (x), loss of brush border (*), eosinophilic debris (#) and cellular infiltration (§) and fibrotic areas (+) are shown; (**h**) representative electron microscopy images of control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Scale bar = 2 µm. Reduced visibility of mitochondria (arrow), cellular debris (#), loss of brush border (arrow head) and basement membrane thickening (*) are encountered; (**i**) principal coordinate analyses between control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury displayed as variation between samples; IKKβ^∆Tub^ vs. control at baseline, at 2 days and 14 days after I/R injury based on filter criteria DESeq *p*-values < 0.05; fold change > 1.5. For (**d**–**f**) * *p* < 0.05, ** *p* < 0.01, Mann–Whitney–U test (if *n* < 4 Lord test).

**Figure 2:**
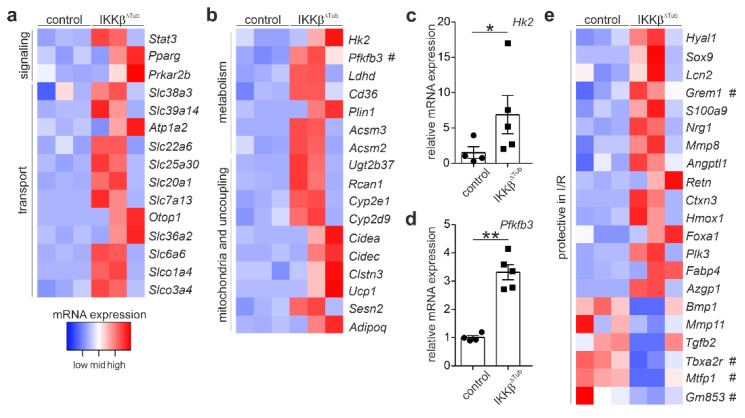
Tubular deletion of IKKβ alters baseline gene expression. (**a**) heatmaps of significantly increased mRNA of proteins important in signaling transduction and epithelial transport; (**b**) Heatmaps of significantly augmented mRNA expression levels coding for enzymes of metabolism (glycolysis, of lipid uptake, storage and biosynthesis) and mitochondria and mitochondrial uncoupling. IKKβ^∆Tub^ vs. control based on genes, selected by the filter criteria DESeq *p*-values < 0.05; fold change > 1.5; (**c**,**d**) real-time PCR of Hk2 and Pfkfb3. Arithmetic means ± SEM of *n* = 4–5 per group; * *p* < 0.05, ** *p* < 0.01 using Lord test; (**e**) heatmaps of significantly altered genes known to ameliorate the extent of I/R injury. (#) marks the most significantly differentially altered mRNA expression level. All heatmaps show samples organized in columns and genes in rows, expression intensities are color-coded.

**Figure 3:**
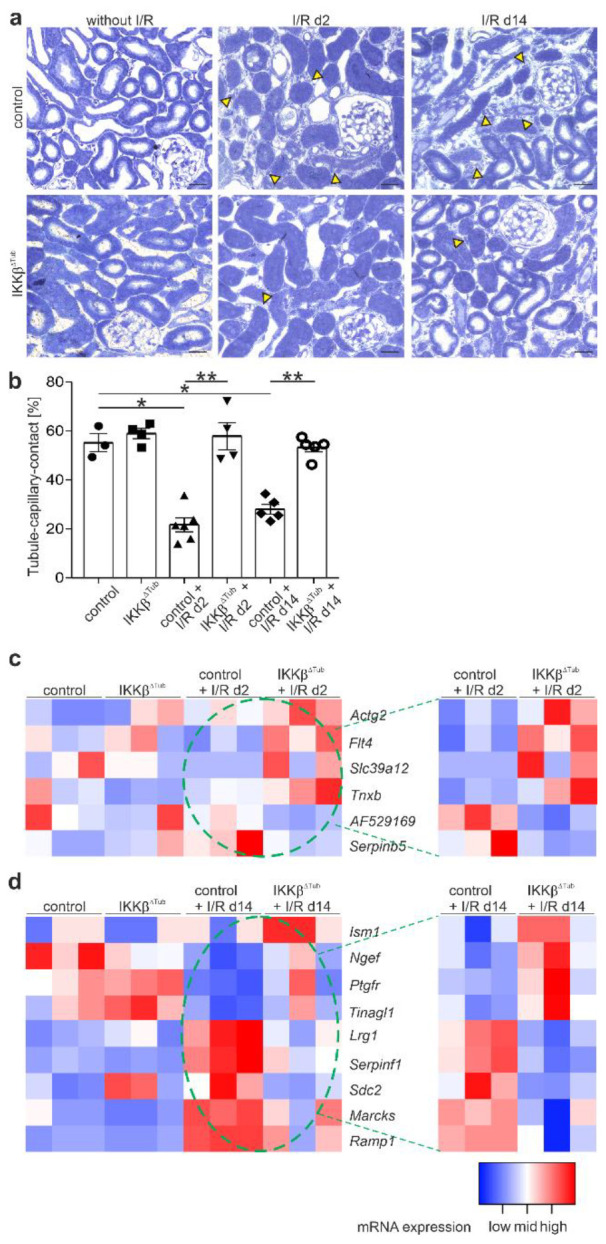
Tubular deletion of IKKβ induces angiogenesis. (**a**) representative images of semi-thin sections from control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Scale bar = 50 µm; (**b**) morphometric analysis of tubule–capillary contact length in %. Arithmetic means ± SEM of *n* = 3–6 per group; * *p* < 0.05, ** *p* < 0.01 using a Mann–Whitney–U test (if *n* < 4 Lord test). (**c**,**d**) Heatmaps of significantly altered mRNA of proteins known to affect angiogenesis at 2 days after I/R injury compared to baseline (**c**) and at 14 days after I/R injury compared to baseline (**d**). Filter criteria were DESeq *p*-values < 0.05; fold change > 1.5. All heatmaps show samples organized in columns and genes in rows, expression intensities are color-coded. The green stippled circle indicates mRNA of I/R groups used for relative expression in heatmaps by comparing only control with IKKβ^∆Tub^ at 2 days (**c**) and 14 days (**d**) after I/R injury.

**Figure 4:**
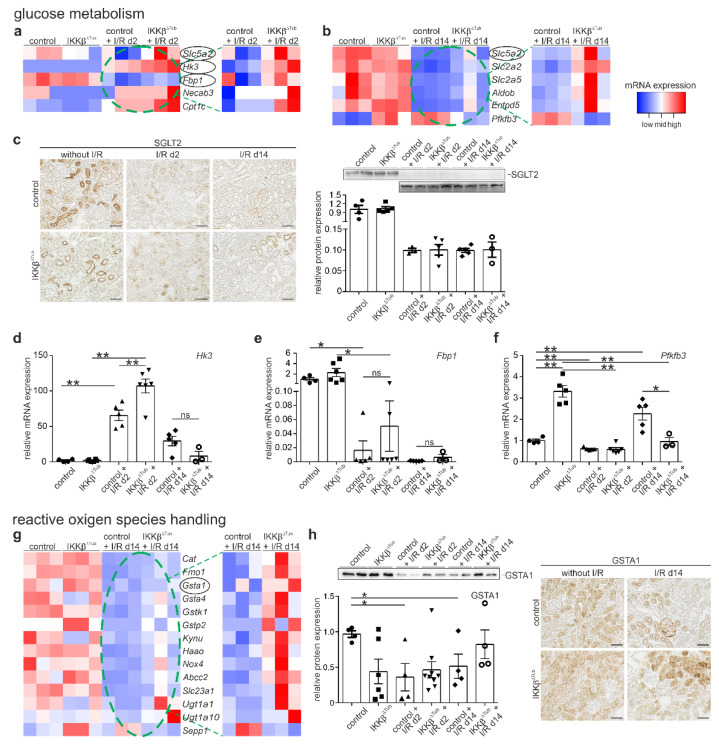
Tubular deletion of IKKβ affects glucose metabolism and reactive oxygen species handling after I/R injury. (**a**,**b**) heatmaps of significantly altered mRNA of proteins known to affect glucose metabolism at 2 days (**a**) and at 14 days (**b**) after I/R injury compared to baseline. Filter criteria were DESeq *p*-values < 0.05; fold change > 1.5. mRNA further analyzed are encircled. All heatmaps (**a**,**b**,**g**) show samples organized in columns and genes in rows, expression intensities are color-coded. The green stippled circle indicates mRNA of I/R groups used for relative expression in heatmaps by comparing only control with IKKβ^∆Tub^ at 2 days (**a**) and 14 days (**b**) after I/R injury. (**c**) Representative images of SGLT2 stained kidney sections and Western blot analysis from control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Magnification scale bar = 50 µm. Densitometrical evaluation is presented in % arithmetic means ± SEM of *n* = 3–5 per group. (**d**,**f**) real-time PCR of Hk3 (**d**), Fbp1 (**e**) and Pfkfb3 (**f**) mRNA expression of kidneys from control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Arithmetic means ± SEM of *n* = 3–6 per group. (**g**) heatmaps of significantly altered mRNA from proteins known to improve detoxification and reactive oxygen species handling at 14 days after I/R injury compared to baseline. Filter criteria were DESeq *p*-values < 0.05; fold change > 1.5. The green stippled circle indicates mRNA of I/R group used for relative expression in heatmaps by comparing only control with IKKβ^∆Tub^ at 14 days after I/R injury; (**h**) representative images of GSTA1 stained kidney sections and Western blot analysis from control and IKKβ^∆Tub^ at baseline, 2 days and 14 days after I/R injury. Magnification scale bar = 50 µm. Densitometrical evaluation is presented in % arithmetic means ± SEM of *n* = 4–9 per group. For (**c**–**f**,**h**) * *p* < 0.05, ** *p* < 0.01 using Mann–Whitney–U test (if *n* < 4 Lord test).

**Figure 5:**
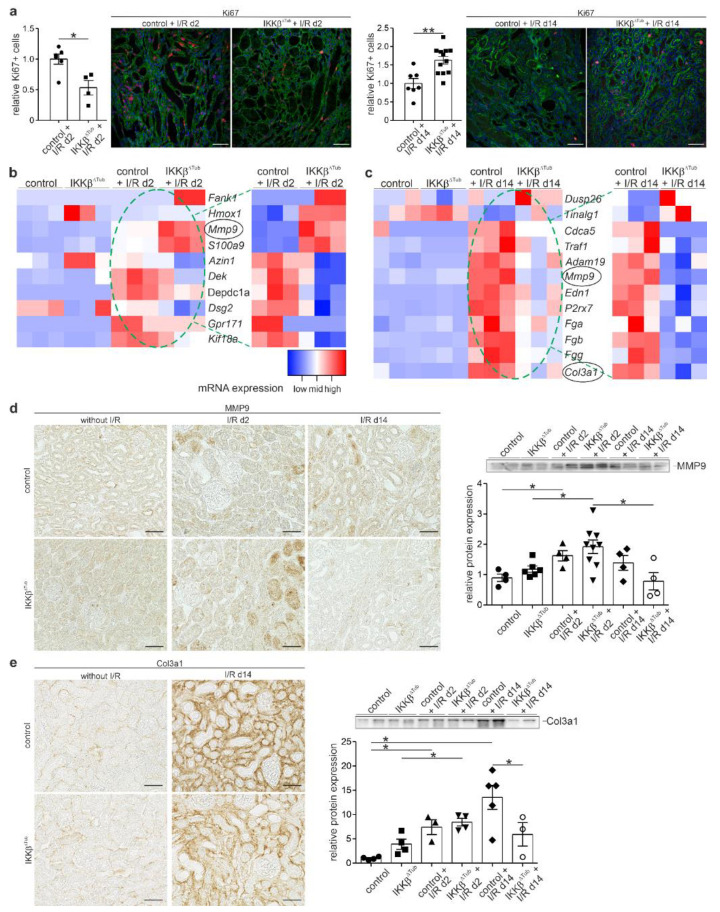
Tubular deletion of IKKβ affects proliferation, tissue regeneration and fibrosis. (**a**) assessment of Ki67-positive proliferating cells in control and IKKβ^∆Tub^ at 2 days and 14 days after I/R injury showing the semi-quantitative evaluation and representative images. Scale bar = 50 µm. Arithmetic means ± SEM of *n* = 4–12 per group; (**b**,**c**) heatmaps of significantly altered mRNA for cell proliferation, apoptosis and fibrosis at 2 days (**b**) and at 14 days (**c**) after I/R injury. Filter criteria were DESeq *p*-values < 0.05; fold change > 1.5. All heatmaps show samples organized in columns and genes in rows, expression intensities are color-coded. (**d**,**e**) assessment of MMP9 (**d**) and Col3a1 (**e**) showing densitometric analysis of respective Western blots and representing images for each strain and time point. Scale bar = 50 µm. Arithmetic means ± SEM of *n* = 3–9 per group. The green stippled circle indicates mRNA of I/R groups used for relative expression in heatmaps by comparing only control with IKKβ^∆Tub^ at 2 days (**c**) and 14 days (**d**) after I/R injury. For (**a**,**d**,**e**) * *p* < 0.05, ** *p* < 0.01, Mann–Whitney–U test (if *n* < 4 Lord test).

## Data Availability

The data are contained within the article or supplementary material. Raw data and processed data from RNA sequencing analysis are uploaded on GEO (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 10 November 2021); accession number: GSE207430).

## Supplementary Materials

The supporting information can be downloaded at: www.mdpi.com/article/10.3390/ijms231710199/s1.

How the deposited data were processed for this re-analysis (not part of the article)

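Kidney mRNA of control and IKKβ ∆Tub mice at baseline, 2 days and 14 days after I/R injury was measured in 18 libraries, 3 in each of 6 groups. The authors trimmed the reads with Trim Galore 0.4, checked them with FastQC 0.11 and MultiQC 1.4, aligned them with STAR 2.5.2b, and counted them per gene with featureCounts 1.5.2 and StringTie 1.3.3b. They compared groups with DESeq2 1.26.0 in R 3.6.3. The signal values deposited by the authors are gene counts of each library divided by one factor, its 90th percentile over all genes. The score columns of the deposited table are the authors' fold changes, written as ratios of group medians, and their false discovery rates in percent. These scores were used only where they are set beside the counts of this re-analysis. Each signal value was checked to be a whole number of reads times one factor per library, which gave the reads behind the levels printed here. Library sizes are given with the first results. Replicate libraries of a group correlated with Pearson coefficients of 0.958 to 0.995. Counting error is a small part of the spread of well-expressed genes, and a floor of 3 reads covers counting error only.

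Differences were computed in R 4.3.3 with limma 3.58.1 (trend in the prior variance) on log2(value + 0.005), with all 18 libraries and 6 groups in one fit. Genes with a value of at least 0.005 in at least 3 libraries were tested, 16342 in all, and p-values were adjusted after Benjamini and Hochberg. Strains were compared at each time and each time with baseline within a strain, and interaction terms tested whether the difference between strains differed between times. A second filter followed the one that the paper states for its heatmaps, a p under 0.05 and a fold change over 1.5. Gene lists were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry, whose results are not printed here. With an estimated correlation camera called no list in any comparison. This held also for proliferation in control at 2 days, where every gene of the list passed singly. A high p of that test therefore does not show that a list was unchanged. Distances to control baseline were tested with exact permutation of the libraries. The alternatives were edgeR 4.0.16 and DESeq2 1.42.0 (pairwise) on the recovered reads, other pseudocounts (0.001 and 0.02), no filter, a filter of 0.05, rescaling by median ratios, only the libraries compared, a covariate of Y-linked or of adipocyte expression, only libraries without Y-linked expression, a replicate block, other distances, and each library left out in turn. These and the gene lists were fixed before the deposited values were examined, apart from the alternatives that the closing section names as chosen later. The opening rows of the paper's supplement had been seen by then. They held values of Xist, low in some libraries of a group and high in others. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The fit was tested on simulated data made from these libraries with 200 changed genes. The changed genes were drawn above a limit of reads. Genes varied independently, without differences of sex or pool shared across genes, so the recovered shares may be higher than in the real data. At 14 days it recovered 54% of 2-fold and 94% of 4-fold changes, with 23 false calls among 171.

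Of 36 gene lists, 35 were tested. The list of genes encoded by mitochondrial DNA had no gene in the table. Genes named in the text were drawn from, without naming all of them, the genes that the paper names in its text and heatmaps, Ikbkb, the 10 largest rises and falls between strains and the 5 largest over time among genes that passed the test without overlap between groups, the 4 members with the smallest p of each list called by camera, and the members of the Y-linked, X inactivation and adipocyte lists. Vmn1r32 is among the largest rises. Its neighbour Mad2l1 was added after its values were seen. Gene positions are those of GENCODE M21 on GRCm38, matched by Ensembl identifier, since 2.74% of the gene starts in the deposited table equal the reference's. RT-qPCR, Western blots, histology and kidney function were left out because the deposited files hold none of them.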

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

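Tests of adipose tissue, of replicate 2 of IKKβ ∆Tub at 14 days (for the raised and the lowered genes), of sex at 14 days, of a baseline library under another label and of exchanged libraries were chosen after the result was seen. The interaction terms, the test of sex at baseline, the test of the 2 labels at 2 days and the splits of the libraries were written before. Values of Xist in the opening rows of the paper's supplement had however been seen when the test of sex was written. For the 2 labels, the condition that voids the test was added once a first run had shown its values. For replicate 2 and sex at 14 days and for the exchange, the bounds for arguing against them were changed after their values were known.

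The difference between strains was not the same at 14 days as at baseline in 19 genes, 12 lower and 7 higher at 14 days by limma's interaction term. Mmp9 had a difference of differences of -2.87, Cyp2b10 -7.37 and Pfkfb3 -1.99 (adjusted p = 0.00671 for each), the chemokine gene Ccl2 -3.92 and its relative Ccl7 -2.69, whereas the zinc transporter gene Slc39a5 had 2.41 (adjusted p = 0.00881) and the phosphatase gene Alpl 1.65. In 5 genes it differed between 14 and 2 days, namely Mmp9 (-3.54, adjusted p = 0.00107), the coagulation factor genes F10 (-3.18, adjusted p = 0.00594) and F7 (-2.59), Il1f9 (lower, adjusted p = 0.0174) and Ccl7 (-3.18). For 14 days against baseline, 0 genes passed with the Y-linked covariate and 0 with only the libraries compared. The libraries without Y-linked expression leave 1 library in 2 of the 4 groups. Y-linked expression lies in IKKβ ∆Tub at baseline and in control at 14 days, so sex is not told apart from this change. Among 100 splits of the libraries within the times, 5 gave as many genes as the real 19 and 7 as many as the real 5, with up to 262 and 1213 genes in other splits, so chance is not excluded and the large counts point to a structure of the samples other than the strain. Between 2 days and baseline no gene passed by limma (2451 at an unadjusted p under 0.05, edgeR 2), and with a real count of 0 all 100 splits give as many (highest other 2), which tests nothing.

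Vmn1r32 is a signal that the paper does not discuss. It had a fitted log2 fold change of 3.74 between strains at baseline, which is no bound because the control libraries hold 0 reads. With a floor of 3 reads per library its level was at least 72.1-fold higher. Its neighbour Mad2l1 lies on chromosome 6 from 66535390 to 66547220 on the other strand.

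At 2 days Ikbkb and Vmn1r32 did not separate the strains. If control lacks Vmn1r32 at 2 days too, an exchange of whole libraries between the groups needs a library labelled IKKβ ∆Tub without it. The fewest reads there were 17 (lower 95% counting limit 9.90), where the control libraries at baseline and 14 days hold 0. This argues against such an exchange only under that condition. A change of the mark after injury would undo the condition, so the test cannot decide on the exchange. The lowest value in the libraries labelled IKKβ ∆Tub at 2 days, 0.0160, was however below the 0.0417 of IKKβ ∆Tub at the other times. By the deposited key these libraries are pools of 2 mice. An exchange of single mice between pools would leave reads of Vmn1r32, so the test cannot decide on it. If replicates 1 and 2 labelled control came from mice with the deletion, replicate 3 should stand apart toward control over 80 genes that differ between strains at baseline and 14 days. Its mean log2 difference was -0.115 (SE 0.0480), beside -0.303 and -0.0991 in replicates 1 and 2, so these genes do not mark the strain at 2 days and the test is void (without that condition the bound written for such a relabelling would be met, although it assumed a value above 0 in replicate 3). Replicate 3 labelled control, which differs from the others in both marks, is by the deposited key the only library of this time from another animal series and from a single mouse. Wrong labels of replicates 1 and 2 labelled control stay open, as do a difference between animal series and a change of the mark after injury, which were not tested. The paper's creatinine, damage score, Fbp1 RT-qPCR, MMP9 blot and Ki67 counts at 2 days differ between strains as labelled, while its BUN and SGLT2 protein do not differ then. These measures do not show how the sequenced libraries were labelled.

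Y-linked genes were expressed in 8 libraries, IKKβ ∆Tub replicates 2 and 3 at baseline, replicate 1 labelled control and all 3 labelled IKKβ ∆Tub at 2 days, and control replicates 1 and 2 at 14 days. Replicate 3 labelled IKKβ ∆Tub at 2 days held 21.4% of the highest Y-linked level together with Xist at 1.53.

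Sex may account for part of the difference between strains at baseline. Within control at 2 and 14 days, libraries with Y-linked expression differed in the direction of the strain difference in 69.5% of the genes past the paper's filter and in 57.2% of the other genes (56.4% of the higher and 77.4% of the lower genes), and sex and strain cannot be told apart at baseline, where no control library and 2 of 3 IKKβ ∆Tub libraries expressed Y-linked genes. Adipose tissue as the whole cause is argued against, since 88.9% of the genes past the filter stayed past it with the adipocyte covariate (81.8% of the higher genes). The covariate is made of adipocyte genes, so this share does not decide on them or on genes of lipid storage and uncoupling. For those, unequal adipose tissue in the samples stays open.

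Genes raised after injury were mostly lower and genes lowered after it mostly higher in IKKβ ∆Tub than in control at 14 days. Replicate 2 of IKKβ ∆Tub may account for part of it, but as the whole cause it is argued against for the lowered genes, of which 73.7% were higher without it, beside 47.7% of all genes (p = 0.0150 with an estimated correlation, median 0.21 instead of 0.51), and stays open for the raised genes, of which 70.9% were lower, beside 52.3% (p = 0.0848 with an estimated correlation, median -0.19 instead of -0.43). The pattern was as large with the Y-linked covariate. Of the lowered genes 86.1% were higher, beside 38.8% of all genes (p = 0.0274 by camera with an estimated correlation, median 0.57). This argues against a sex effect shared by all groups as their whole cause. Of the raised genes 90.1% were lower, beside 61.2% (p = 0.107 by camera with an estimated correlation, median -0.52). There the p missed 0.05, as it did with all libraries and no covariate (0.0728), so sex is not excluded by this test. The covariate is a single term for all groups and cannot remove a sex difference in the response to injury, which stays open for both sets. A library of the baseline batch under the label of replicate 2 is argued against, since it lay 31.8% of the way from control baseline to control at 14 days, beyond the 5.74% to 11.6% of IKKβ ∆Tub baseline. That axis also holds the change of batch, so the test cannot decide on an uninjured kidney prepared with the later batch. The mean log2 level of the tubular injury genes was -1.78 in replicate 2, within the -2.49 to -1.73 of IKKβ ∆Tub baseline. It was 0.204 and 0.131 in replicates 1 and 3 at 14 days. A milder injury in the mouse or mice of that library and an effect of the deletion stay open as biological explanations that were not tested apart.

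For comparisons of 3 with 3 libraries the 10 possible splits are too few for a share under 0.05. Every split but the real one mixes the groups compared, and shares of raised and lowered genes count the larger direction. At baseline, 2 splits gave as many changed genes as the real 7 (highest other 10), 3 as many genes past the paper's filter as 1456 (1636), 2 as many lists by camera with the preset correlation as 14 (14), none of them called with an estimated correlation, and 1 as many of the genes named in the paper's text, tested over their list alone, as 6 (2). The authors chose the genes they name on these same libraries, so the real split is bound to lead for them at each time. At 2 days these were 10 splits for 0 genes (4), which tests nothing, 4 for 533 (950), 5 for 10 lists (17) and 1 for 3 of the paper's genes (0). At 14 days they were 2 splits for 60 genes (270, several times the real count, which points to a structure of the samples), 1 for 1720 (1605), 3 for 23 lists (24), 1 for 24 of the paper's genes (2), 1 for the 89.1% of raised genes (88.4%) and 2 for the 88.6% of lowered genes (89.9%). Over time each real split stood alone, at 5998 (0) and 8127 (1) genes in control and 8208 (0) and 6450 (8) in IKKβ ∆Tub at 2 and 14 days.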

How the results depend on the processing

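Alternatives that leave out both replicates 1 and 2 labelled control at 2 days, that join the Y-linked covariate with leaving out IKKβ ∆Tub replicate 2 at 14 days, the injury genes in libraries without Y-linked expression, and the distances with a library left out were chosen after the data were seen. List calls and their adjusted p below are from camera with the preset correlation, and with an estimated correlation no list was called in any comparison with all libraries. Of 541 values for whole comparisons under the alternatives 399 kept their direction and side of the threshold or stayed within 1.5 times, 123 moved further, 9 lost their call and 10 reversed. Of 755 values for gene lists 655 kept both, and of 3830 for single genes 3491. The cause was not tested for the changes below, except that fewer libraries leave less information.

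With a pseudocount of 0.001, 27 genes differed between strains at baseline and 10 at 14 days, and 2 had an interaction between 14 and 2 days. With 0.02 the counts were 1 gene at 2 days with 322 past the paper's filter, 261 genes at 14 days and 40 with that interaction, and 7 of the genes named in the paper's text at 2 days, here and below tested over their list alone. With no filter 2 genes differed at 2 days, and 1, 10 and 14 had interactions of 2 days with baseline, 14 days with baseline and 14 with 2 days. The filter of 0.05 gave 24 genes at baseline, 343 past the paper's filter at 2 days, 22 genes at 14 days and 1 with an interaction between 14 and 2 days. Median-ratio rescaling gave 27 genes at baseline and 3 with an interaction of 2 days with baseline.

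edgeR called 79 genes at baseline and 5 at 14 days, and 2, 39 and 2 interactions in the order above. DESeq2, fitted to pairs of groups and so without interactions, called 543, 36 and 155 genes at baseline, 2 and 14 days, and 11 and 14 of the paper's genes at baseline and 2 days. With only the libraries compared the counts were 2, 1 and 1 genes at the 3 times, 1145 past the paper's filter at 14 days, 3296 changed in IKKβ ∆Tub at 14 days against baseline, 1, 0 and 1 interactions and 14 of the paper's genes at 2 days.

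With the Y-linked covariate 1 gene differed at baseline with 864 past the paper's filter, 10 genes at 14 days, 4097 in IKKβ ∆Tub at 14 days against baseline, and 1, 0 and 1 interactions. By the preset correlation 6 lists were called at 2 days (0 of the lists with an estimated correlation and no covariate), proliferation no longer among them (adjusted p = 0.125), and the antioxidant list at baseline (adjusted p = 0.685), the Y-linked list at 2 and 14 days (0.930 and 0.747) and the angiogenesis list at 14 days (0.991) reversed. Log2 fold changes reversed for Acsm2 (-0.22) and Slc22a6 (-0.0471) at baseline, Hmox1 (-0.0184) and Ikbkb (0.00993) at 2 days and Sepp1 (0.32) at 14 days.

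In libraries without Y-linked expression, which leave no value at 2 days or for interactions with it, and 1 IKKβ ∆Tub library at baseline and 1 control library at 14 days, each assumed to vary like the other groups, 0 genes differed at baseline by limma with 846 past the paper's filter, 24 at 14 days with 685 past the filter (0 of the 24 among the 60 with all libraries), 4259 in control and 214 in IKKβ ∆Tub at 14 days against baseline. By the preset correlation camera called 4 lists at baseline, where an estimated correlation had called 0 with all libraries, and 0 of the paper's genes at 14 days passed. Reversed were the Y-linked (adjusted p = 0.864), NF-κB target (0.922), glycolysis (0.867) and antioxidant (0.196) lists at baseline, the Y-linked (0.753) and angiogenesis (0.0876) lists at 14 days, and Acsm2 (-0.21), Ldhd (-0.17), Slc22a6 (-0.33) and Slc7a13 (-0.59) at baseline.

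The adipocyte covariate gave 597 genes at baseline with 2381 past the paper's filter, 462 and 475 interactions of 2 and 14 days with baseline, 5 lists at 2 days by the preset correlation without proliferation (adjusted p = 0.0567), and Adipoq reversed (-0.0042). The glycolysis list at baseline reversed with this covariate (adjusted p = 0.827), with no filter (0.964) and with only the libraries compared (0.944). With the replicate block 2 genes differed at baseline and 30 at 14 days, with 1, 7 and 3 interactions, although residuals of libraries with the same replicate number correlated only from -0.348 to 0.170, so the numbers do not pair the libraries. By Bray-Curtis dissimilarity the difference in distance between strains at 2 days reversed (-0.00532).

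With the Y-linked covariate and without IKKβ ∆Tub replicate 2 together, 3 genes differed at 14 days with 971 past the paper's filter, 0 had either interaction of 14 days by limma, 5 of the paper's genes passed, and the Y-linked (adjusted p = 0.876), tubular injury (0.978) and angiogenesis (0.862) lists and Sepp1 (0.24) reversed. Without both replicates 1 and 2 labelled control at 2 days, with the lone library assumed to vary like the other groups, 2 genes differed at 2 days, 3015 changed in control against baseline, 3 and 2 had interactions of 2 days with baseline and 14 with 2 days, 1 of the paper's genes passed and the angiogenesis list did not (adjusted p = 0.0551).

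With each library left out in turn, the genes at baseline ranged from 1 without control replicate 1 to 1323 without IKKβ ∆Tub replicate 1 and those past the paper's filter from 811 without IKKβ ∆Tub replicate 2 to 2633 without IKKβ ∆Tub replicate 1. The lists called by the preset correlation at baseline ranged from 7 without control replicate 3 to 16 without control replicate 2, and glycolysis from adjusted p = 0.629 (without IKKβ ∆Tub replicate 1) to 0.961 (without control replicate 1). At 2 days the genes ranged from 0 by limma to 364 and those past the filter from 184 (without IKKβ ∆Tub replicate 1) to 1560, both highest without IKKβ ∆Tub replicate 2, the lists from 2 without IKKβ ∆Tub replicate 2 to 13 without control replicate 1, and the paper's genes from 1 (without IKKβ ∆Tub replicate 1) to 10 (without IKKβ ∆Tub replicate 2). The adjusted p ranged there from 0.00108 (without control replicate 1) to 0.257 (without control replicate 3) for proliferation and from 2.16e-06 (without IKKβ ∆Tub replicate 1) to 0.516 (without IKKβ ∆Tub replicate 2) for angiogenesis by the preset correlation (0.94 for both lists with an estimated correlation and all libraries), and Ikbkb had -0.23 (without control replicate 1) to 0.0862 (without control replicate 3). At 14 days the genes ranged from 13 without control replicate 1 to 606 without IKKβ ∆Tub replicate 1, those past the filter from 851 without IKKβ ∆Tub replicate 2 to 2486 without IKKβ ∆Tub replicate 1, the paper's genes from 1 to 26 without the same libraries, the adjusted p of angiogenesis by the preset correlation from 1.56e-05 to 0.402 (without control replicate 1; 0.411 with an estimated correlation and all libraries) and Fbp1 from -0.037 without IKKβ ∆Tub replicate 2 to 0.98 without IKKβ ∆Tub replicate 1. Interactions ranged from 0 to 520 for 2 days with baseline and from 4 to 1056 for 14 days with baseline, both highest without IKKβ ∆Tub replicate 1 at baseline, and from 2 to 127 for 14 with 2 days, highest without IKKβ ∆Tub replicate 1 at 14 days. Depth was lower after I/R injury, which limits the genes with low levels there.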

Differences from the paper's values

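All of these comparisons were planned, although the counts by direction were added once the authors' deposited table had shown that its marked genes are all higher in IKKβ ∆Tub than in control at baseline, or higher after injury than at baseline. The stated limits of that table are a fold change over 2.5 and a false discovery rate under 5%. At these limits the authors' deposited count for IKKβ ∆Tub against control at baseline is 312, and 5 genes passed here. The paper's text does not give this count. Its fold changes are ratios of group medians, where limma compares means of log2 values, so the measures are unlike. Among the alternatives set before the deposited values were examined, DESeq2 (217) and leaving out IKKβ ∆Tub replicate 1 (351) came within 1.5 times of the deposited count. The others, at 114 or fewer, did not. For higher genes alone the counts are the deposited 312 and 4 here. No alternative closed the gap, with 194 by DESeq2 and 207 without IKKβ ∆Tub replicate 1. For higher genes in IKKβ ∆Tub at 14 days against baseline the counts are the deposited 2196 and 1146 here. The pseudocount of 0.001 (1759), edgeR (1464), leaving out IKKβ ∆Tub replicate 1 at baseline (1494) and leaving out IKKβ ∆Tub replicate 2 at 14 days (1748) came within 1.5 times, and the other alternatives did not.

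Every tested gene named in the paper's text had the paper's direction between strains here, 11 of 11 at baseline, 19 of 19 at 2 days and 30 of 30 at 14 days, while Slc39a12 lay below the lowest value tested. At the paper's limits, a p under 0.05 and a fold change over 1.5, limma passed 6, 8 and 25 of them, edgeR 10, 6 and 23 and DESeq2 11, 10 and 24. With the genes of its heatmaps added, limma passed 32 of 53, 9 of 20 and 34 of 41, and DESeq2 46, 11 and 35.

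At baseline Acsm2, Cd36, Plin1, Gm853 and Ldhd did not pass by limma. All of them passed by DESeq2 and all but Gm853 by edgeR, Gm853 and Cd36 with only the libraries compared, Acsm2, Cd36 and Ldhd with the adipocyte covariate or without IKKβ ∆Tub replicate 1, Cd36 and Ldhd with median-ratio rescaling, Cd36 with the replicate block, and Plin1 with the pseudocount of 0.02, with the Y-linked covariate, in libraries without Y-linked expression or without IKKβ ∆Tub replicate 3. At 2 days Fbp1, Flt4 and Hmox1 passed with no alternative, and Actg2, Cpt1c and Hk3 passed by DESeq2 and with only the libraries compared. Hk3, Necab3, Tnxb and Azin1 passed with the adipocyte covariate, Tnxb and Azin1 with the Y-linked covariate, Hk3 with the pseudocount of 0.02 and AF529169 with that of 0.001. Necab3, Tnxb and Azin1 passed without IKKβ ∆Tub replicate 2, Necab3 and Azin1 without replicate 2 labelled control, Gpr171 without IKKβ ∆Tub replicate 3, and Azin1 also without both replicates 1 and 2 labelled control, an alternative chosen after seeing the values, under which 5 of 19 passed. At 14 days Fga passed by DESeq2 and with only the libraries compared, Dusp26 without IKKβ ∆Tub replicate 2, Ism1 with median-ratio rescaling, with the adipocyte covariate, without control replicate 3 or without IKKβ ∆Tub replicate 1, and Gstp2 with the Y-linked covariate, also without IKKβ ∆Tub replicate 2, a pairing chosen after seeing the values under which 13 of 30 passed. Fbp1, which the paper reports as higher in IKKβ ∆Tub by RT-qPCR, had a log2 fold change of 0.51 (adjusted p = 0.655) and passed with the Y-linked covariate or without IKKβ ∆Tub replicate 1.

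The paper reports more proliferation in IKKβ ∆Tub at 14 days from counts of Ki67-positive epithelial cells, together with higher Tinagl1 and lower Cdca5 mRNA. Tinagl1 (0.67) and Cdca5 (-0.96) had these directions here, while 39 of 40 genes of proliferation in whole kidney had log2 fold changes below 0 (median -0.41, adjusted p = 0.411 with an estimated correlation).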

Other observations

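No test in this part was chosen after the result was seen. The strains differed in further genes that the paper does not discuss. At 14 days the macrophage and granulocyte genes Arg1 (log2 fold change -3.93, adjusted p = 0.0313), Retnla (-3.50, adjusted p = 0.0265), Lyz1 (-3.07, adjusted p = 0.0126), Ear2 (-2.82, adjusted p = 0.0127) and the neutrophil receptor gene Cxcr2 (-2.18, adjusted p = 0.0392) were lower in IKKβ ∆Tub by limma, as were the acute phase gene Saa1 (-2.58, adjusted p = 0.0313) and the coagulation factor gene F10 (-2.61, adjusted p = 0.000554). The 9 neutrophil genes had a median of -2.15 (adjusted p = 0.206 with an estimated correlation), 2 of them lower over all genes and 7 over the list alone. Higher in IKKβ ∆Tub were the phosphatase gene Alpl (1.39, adjusted p = 0.00633), the cytochrome P450 gene Cyp2d26 (1.88, adjusted p = 0.0265), the insulin receptor-related gene Insrr (1.90, adjusted p = 0.0346), the zinc transporter gene Slc39a5 (1.25, adjusted p = 0.0346) and the ammonia transporter gene Rhcg of the collecting duct (1.18, adjusted p = 0.0346). All of these genes lay without overlap between the strains, as did each of the 60 genes called at this time. Lack of overlap was also a condition for naming the largest rises and falls, so it adds no support. Of the 60 genes, 13 were still called without IKKβ ∆Tub replicate 2 and 1 with only the libraries compared. Alpl (1.55, adjusted p = 0.0144) and F10 (-2.51, adjusted p = 0.00892) passed with the Y-linked covariate. The others did not (adjusted p = 0.0754 to 0.148), at log2 fold changes of -4.22 for Arg1, -3.44 for Retnla, -2.76 for Lyz1, -2.86 for Ear2, -1.78 for Cxcr2, -2.35 for Saa1, 1.61 for Cyp2d26, 1.57 for Insrr, 1.13 for Slc39a5 and 0.91 for Rhcg.

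At baseline the neutrophil genes had a median of 1.63 in IKKβ ∆Tub against control (6 higher over the list alone), the urothelial genes 1.57, the immediate early genes 0.56 (3 higher over the list alone), the NF-κB pathway genes 0.35, the NF-κB target genes 0.17, apoptosis 0.12, proliferation -0.51, matrix -0.26 and interferon genes -0.43, with adjusted p = 0.555, 0.704, 0.704, 0.704, 0.867, 0.823, 0.846, 0.929 and 0.867 with an estimated correlation. At 14 days the tubular injury genes had a median of -0.61, the NF-κB pathway genes -0.35, apoptosis -0.22, interferon genes -0.39, gluconeogenesis 0.50 and female kidney genes 1.78, with adjusted p = 0.41, 0.279, 0.301, 0.411, 0.294 and 0.225 with an estimated correlation. Podocyte (0.27), skeletal muscle (0.41), adrenal cortex (0.17), erythroid (-0.09), B cell (-0.47) and urothelial (-1.06) genes were not called at 14 days. At 2 days the erythroid genes had a median of 0.52, the macrophage genes 0.56 and the matrix genes 0.22 (adjusted p = 0.94 for each with an estimated correlation).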
